# Aging Triggers H3K27 Trimethylation Hoarding in the Chromatin of *Nothobranchius furzeri* Skeletal Muscle

**DOI:** 10.3390/cells8101169

**Published:** 2019-09-28

**Authors:** Chiara Cencioni, Johanna Heid, Anna Krepelova, Seyed Mohammad Mahdi Rasa, Carsten Kuenne, Stefan Guenther, Mario Baumgart, Alessandro Cellerino, Francesco Neri, Francesco Spallotta, Carlo Gaetano

**Keywords:** aging, skeletal muscle, sarcopenia, frailty, chromatin, epigenetic changes, histone modifications, *Nothobranchius furzeri*

## Abstract

Aging associates with progressive loss of skeletal muscle function, sometimes leading to sarcopenia, a process characterized by impaired mobility and weakening of muscle strength. Since aging associates with profound epigenetic changes, epigenetic landscape alteration analysis in the skeletal muscle promises to highlight molecular mechanisms of age-associated alteration in skeletal muscle. This study was conducted exploiting the short-lived turquoise killifish *Nothobranchius furzeri* (*Nfu*), a relatively new model for aging studies. The epigenetic analysis suggested a less accessible and more condensed chromatin in old *Nfu* skeletal muscle. Specifically, an accumulation of heterochromatin regions was observed as a consequence of increased levels of H3K27me3, HP1α, polycomb complex subunits, and senescence-associated heterochromatic foci (SAHFs). Consistently, euchromatin histone marks, including H3K9ac, were significantly reduced. In this context, integrated bioinformatics analysis of RNASeq and ChIPSeq, related to skeletal muscle of *Nfu* at different ages, revealed a down-modulation of genes involved in cell cycle, differentiation, and DNA repair and an up-regulation of inflammation and senescence genes. Undoubtedly, more studies are needed to disclose the detailed mechanisms; however, our approach enlightened unprecedented features of *Nfu* skeletal muscle aging, potentially associated with swimming impairment and reduced mobility typical of old *Nfu*.

## 1. Introduction

In the last two centuries, life expectancy in Western countries has increased considerably, dramatically enlarging the elderly people population. Consequently, the cost of healthcare has raised significantly in association with the multi-morbidity and chronicity that characterize elderly patients [1,2,3]. By 2050, more than one fifth of the global population will be older than 60 years, and about 5% will be over 80 [1,2,3]. Accordingly, the risk of developing aging-associated diseases, including cardiovascular disease, dementia, and cancer, will continue to rise [4]. This situation challenges health and social systems, with a significant economic impact worldwide. 

Aging is accompanied by an overall loss of fitness and a decline of cell and organ function, associated with a reduced regenerative capacity and life expectancy [5]. In this context, the understanding of aging-associated molecular mechanisms is an unmet need to test novel approaches able to promote healthy aging and improve quality of life in the growing elderly population. 

Among the common features of aging, elderly people often experience loss of muscle mass, leading in some cases to sarcopenia, which associates with frailty and impaired health span [6]. Sarcopenia is present in about 10% of people older than 60 years with weakened muscle strength and impaired physical activity and mobility [6,7]. Of note, chronic inflammation and mitochondrial dysfunction have been shown to contribute to the development of sarcopenia [8,9]. Although loss of muscle mass and strength is a common feature of aging [10], the underpinning molecular mechanisms have been poorly characterized and, at present, the only effective prevention is represented by an extensive lifestyle change based on balancing physical workout and diet [9]. 

Physiologically, the aging process is characterized by profound epigenetic changes, which broadly affect the genome architecture and the epigenetic landscape, ultimately altering gene expression [2,3]. At least in part, epigenome control relies on DNA methylation, histone-modifying complexes, and non-coding RNA activity [11]. In particular, DNA methylation plays an important mechanistic role in aging [12], with specific CpG site methylation changes, either hyper- or hypo-methylated, being predictive of biological age in a variety of species including rodents, primates, and humans [13]. DNA methylated regions are usually enriched with specific methylated histone residues, including histone 3 (H3), lysine (K) 27, and lysine 9 tri-methylation (H3K27me3; H3K9me3) [14], which contribute to heterochromatin formation within the genome. Indeed, H3K27me3 and H3K9me3 enrichment contributes to the formation of senescence-associated heterochromatin foci (SAHFs) [15]. These are nuclear DNA domains densely stained by 4’,6-diamidino-2-phenylindole (DAPI), which associates with distinct heterochromatin structures in stress-induced senescent cells [16,17]. On the contrary, acetylation of histones is rather associated with an open chromatin configuration, transcript elongation, and therefore an active gene expression [18]. Open chromatin is characterized by regions enriched in histone 4 (H4), K16 and H3K9 acetylation (ac) (H4K16ac; H3K9ac) [19,20]. 

During aging, the histone modification landscape change considerably influences gene expression, genomic stability, DNA repair, and replication [2,5]. In humans, global DNA and histone methylation decreases with age; however, it accumulates at specific loci [21], leading to loss of heterochromatin and genome instability [22]. Alteration in histone modifications also depends on the functional deregulation of histone methylases and demethylases, including, respectively, the Polycomb repressive complex (PRC) members EZH2 (PRC2) and Bmi1 (PRC1) or the jumonji domain containing 3 (JMJD3) and the lysine demethylase family 6 (KDM6) [23]. 

In the present study, we investigated the epigenetic landscape of young (5 weeks old), adult (12–21 weeks old), and old (27–40 weeks old) *Nothobranchius furzeri* (*Nfu*) skeletal muscle tissue to gain insights about epigenetic changes associated with aging and the related impact on chromatin structure and cellular transcriptome occurring in this model. In recent years, in fact, the turquoise killifish *Nfu* has been established as a model for aging research [24,25,26] due to its exceptionally short lifespan (3–9 months) [27] and its capacity to resemble many hallmarks of mammalian aging [28,29], such as sarcopenia [30]. Indeed, old *Nfu* present reduced locomotor activity as a consequence of age-associated changes in skeletal muscle tissue [31]. Moreover, the understanding of the aging-dependent epigenetic alterations might open the avenue for novel treatments aimed at counteracting muscle fiber loss and the onset of sarcopenia, promoting healthy ageing.

## 2. Materials and Methods

### 2.1. In Vivo Experiments

Whole skeletal muscle tissue was collected from male *Nfu* (strain MZM-04/10). *Nfu* samples were derived from fish at different ages: Young (5 weeks), adult (12–21 weeks), and old (27–40 weeks). To avoid the effects of circadian rhythms and feeding, animals were always sacrificed at 10 a.m. in fasted state. Tissue collection was performed in fishes euthanized with MS-222 and cooled on crushed ice. Then, RNA was extracted from tissues in a solution of cooled QIAzol (Qiagen), together with a 5 mm stainless steel bead (Qiagen). Homogenization was performed by TissueLyzer II (Qiagen). Proteins and DNA were extracted from flash-frozen fish samples. Immunofluorescence microscopy was performed in paraformaldehyde (PFA)-fixed tissue embedded in paraffin.

### 2.2. Cells and Treatments

Cells were isolated from *Nfu* skeletal muscle tissue minced on ice in PBS. Tissues from up to three individuals were pooled. Collagenase solution (1 mg/mL) was added to samples and incubated for 30 min on a rotation platform at 37 °C. Then, digestion step was stopped, cell suspension was filtered, and pellet was obtained by centrifugation at 350 g for 10 min at room temperature. To reduce contamination from fibroblasts, two pre-plating steps were performed. Thereafter, cells were plated in collagen-coated 6-well plates and incubated at 28 °C. Cells were cultured in DMEM medium supplemented with 10% water, 20% FBS, 1% Penicillin/Streptomycin, 0,1% Amphotericin, and 0.05% Gentamycin. Medium was changed every other day and cells were split before reaching 80–90% of confluence.

### 2.3. Quantification of Global DNA Methylation

DNA was extracted using the E.Z.N.A. DNA tissue kit (VWR OMEGA biotek) according manufacture’s instruction. MethylFlash Methylated (5mC) DNA Quantification Kit was used to quantify methylation levels of DNA from fish and cellular samples according manufacturer’s instruction (Epigentek). The optical density (OD) was detected by EnSpire Multimode Plate Reader (Perkin Elmer).

### 2.4. RNA Extraction and qRT-PCR

RNA was extracted from *Nfu* tissue and cell samples using Tri-Reagent (Sigma-Aldrich) according to manufacturer’s instruction. cDNA synthesis for quantitative real-time PCR (qRT-PCR) was carried out with SuperScript III First-Strand Synthesis Super Mix for qRT-PCR (Invitrogen) according to the manufacturer’s protocol. All reactions were performed in 96-well format in the StepOne Plus Real-Time PCR System (Applied Biosystems) using ORA qPCR Green ROX H Mix (HighQu). For each gene of interest, qRT-PCR was performed as follows: Each RNA sample was tested in duplicate and insulin receptor a (ira) was used to normalize transcript abundance in *Nfu*. mRNA expression levels were calculated by Comparative Ct Method (Pfaffl, 2004) by using the Applied Biosystems software (Applied Biosystems) and were presented as fold induction of transcripts for target genes. Fold change above 1 denotes up-regulated expression, and fold change below 1 denotes down-regulated expression versus reference sample.

Primers sequences (Table 1) were selected using the primer3 software (Untergasser et al., 2012) based on published sequence data from NFINgb (http://nfingb.leibniz-fli.de/main.html?data=data/json/notho4) [32] and the Killifish Genome Browser (http://africanturquoisekillifishbrowser.org/) [33]. All primers were synthesized by Sigma-Aldrich.

### 2.5. Sequencing and Bioinformatics Analysis

For RNA sequencing, RNA was isolated from skeletal muscle tissue from 3 fishes for each condition (young, adult, and old) using the miRNeasy micro Kit (Qiagen) combined with on-column DNase digestion (DNase-Free DNase Set, Qiagen) to avoid contamination by genomic DNA. RNA and libraries integrity were verified with LabChip Gx Touch 24 (Perkin Elmer). Next, 1µg of total RNA was used as input for SMARTer Stranded Total RNA Sample Prep Kit - HI Mammalian (Clontech). Sequencing was performed on the NextSeq500 instrument (Illumina) using v2 chemistry, resulting in average of 30 million reads per library with 2 × 75 bp paired-end setup. The resulting raw reads were assessed for quality, adapter content, and duplication rates with FastQC (available online at http://www.bioinformatics.babraham.ac.uk/projects/fastqc). Trimmomatic version 0.33 was employed to trim reads after a quality drop below a mean of Q20 in a window of 5 nucleotides. Only reads above 30 nucleotides were cleared for further analyses. Trimmed and filtered reads were aligned versus the *Nothobranchius furzeri* genome version NotFur1 using STAR 2.4.2a with the parameter “--outFilterMismatchNoverLmax 0.1” to increase the maximum ratio of mismatches to mapped length to 10%. The number of reads aligning to genes was counted with featureCounts 1.4.5-p1 tool from the Subread package. Only reads mapping at least partially inside exons were admitted and aggregated per gene. Reads overlapping multiple genes or aligning to multiple regions were excluded. Differentially expressed genes were identified using DESeq2 version 1.62.25. Only genes with a minimum fold change of ±2, a maximum Benjamini–Hochberg corrected *p*-value of 0.05, and a minimum combined mean of 5 reads were deemed to be significantly differentially expressed. The Ensembl annotation was enriched with UniProt data (release 06.06.2014) based on Ensembl gene identifiers (Activities at the Universal Protein Resource (UniProt)). 

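Spearman correlations were calculated over the 31748 genes with a normalized count above 0 in at least 1 of the 9 libraries. Between replicates of the same age they ranged from 0.932 to 0.940 in young, from 0.928 to 0.936 in adult and from 0.904 to 0.916 in old muscle, with a mean of 0.926. Between ages they were 0.877 to 0.903 for young with adult, 0.873 to 0.891 for young with old and 0.898 to 0.922 for adult with old libraries. Restricting the genes to those with a mean normalized count of at least 5 raised the mean within an age to 0.944.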

The correlation of replicate gene counts was assessed with the Spearman ranked correlation algorithm included in R 3.11 (R: A language and environment for statistical computing). Genes regulated by age (±1 log2 fold change, base-mean > 5, FDR < 0.05) derived from mRNASeq of killifish Nfu samples were imported into DAVID (https://david.ncifcrf.gov/) to reveal top KEGG pathways affected by age.

For ChIP sequencing, around 20 mg of skeletal muscle tissue were chopped with a scalpel, harvested in 5 mL of PBS, cross-linked by 1.5% formaldehyde for 30 min at room temperature on a rotator, and quenched with 0.125 M glycine for 5 min at room temperature. After crosslinking, tissue was washed two times in cold PBS and centrifuged at 1000× *g* for 5 min at 4 °C. The pellet was resuspended in 0.25 mL of SDS lysis buffer (50 mM Tris pH 8.0, 1% SDS, 10 mM EDTA, anti-proteases), incubated on a rotator for 30 min at 4 °C, sonicated for 18 cycles on high power setting (30 s ON, 30 s OFF) using the Bioruptor Next Gen (Diagenode) and centrifuged at 20,000× *g* for 10 min at 4 °C. The isolated chromatin was diluted 10-fold with ChIP dilution buffer (16.7 mM Tris-HCl pH 8.0, 0.01% SDS, 1.1% Triton X-100, 1.2 mM EDTA, 167 mM NaCl) (1/10 was kept as input) and incubated with 4 µg of antibody overnight at 4 °C on a rotator. Protein G-conjugated magnetic beads (Dynal, Thermo Fisher Scientific) were saturated with PBS/1% BSA overnight at 4 °C. The next day, samples were incubated with saturated beads for 2 h at 4 °C on a rotator, and subsequently washed with 1 mL of cold low-salt buffer (20 mM Tris-HCl pH 8.0, 0.1% SDS, 1% Triton X-100, 2 mM EDTA, 150 mM NaCl), 1 mL of cold high-salt buffer (20 mM Tris-HCl pH 8.0, 0.1% SDS, 1% Triton X-100, 2 mM EDTA, 500 mM NaCl), 1 mL of cold LiCl buffer (10 mM Tris-HCl pH 8.0, 1% DOC, 250 mM LiCl, 1 mM EDTA, 1% NP-40), and twice with 1 mL of cold TE buffer (10 mM Tris-HCl pH 8.0, 1 mM EDTA). The immunoprecipitated chromatin was eluted with 200 µl of Elution buffer (10 mM Tris-HCl pH 8.0, 1 mM EDTA, 1% SDS, 150 mM NaCl, 5mM DTT) for 30 min at room temperature on a rotator, and decross-linked at 65 °C overnight. The decross-linked DNA was purified using the QiaQuick PCR Purification Kit (Qiagen) according to the manufacture’s instruction. The following antibodies were used: Rabbit anti-H3K9ac (ab4441, Abcam), rabbit anti-H3K27me3 (abe44, Millipore), and rabbit anti-IgG (Millipore). The purified ChIP DNA was end-repaired, dA-tailed, and adaptor-ligated using the NEBNext® DNA Library Prep Master Mix Set for Illumina (NEB) following the manufacturer’s instructions. The size of the library was checked using Fragment Analyzer (Agilent) and the library was sequenced on the NextSeq500 platform (illumina). Fastq files quality check was performed with FastQC (v0.11.5). Fastq files mapping to *Nfu* genome (Nfu_20150522; http://nfingb.leibniz-fli.de) was performed using Bowtie (v1.1.2) with --best --strata -m 1 parameter. Duplicate reads were removed using a custom script. For peak calling, macs14 (v1.4.2) was used with --nolambda parameter and 1e-3 as *p*-value cutoffs. The significant peaks have been used as the reference for calculation of read per million (RPM) for each sample by using a custom script.

Sequencing data sets are available on the public repository GEO: RNASeq at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE135032; and ChIPSeq at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE135129.

### 2.6. Western Blot

Western blotting was performed by standard procedures after tissue lysis in Laemmli buffer. Nitrocellulose blotted membranes were probed with the following antibodies: H3K27me (Abcam, ab6002), H3K9me3 (Abcam, ab8898), H4K20me3 (Abcam, ab9053), H3K4me3 (Abcam, ab8580), H3 (Cell Signalling), PCNA (GeneTex, GTX124496), γH2AX (Genetex, GTX127343), and α-Tubulin (Cell Signalling, 3873S). Development was performed by Odyssey CLX reader (LI-COR). Densitometry analysis was performed using LI-COR software. Signal intensity from three independent Western blots loaded with lysates derived from different individuals was used for densitometry calculations normalized to young samples.

### 2.7. Histology and Morphometric Analysis

Immunofluorescence microscopy and immunohistochemistry analyses were carried out according standard procedures. H3K27me3 (Abcam, ab6002), H3K9Ac (Abcam, ab4441), and HP1α (Bioss, 3825R) were used according to manufacturer’s instructions, and nuclei were counterstained with DAPI or TOPRO-3 solution. Sudan Black B staining was performed as described in [34]; no counterstaining with Fast Red was performed. Immunofluorescence was analyzed using a Leica TCS SP8 confocal microscope. Immunohistochemistry was analyzed using a Motic AE2000 light microscope (Motic Electric Group Co.).

### 2.8. Statistical Analysis

Statistical analyses were performed using GraphPad Prism 6 software. Sample sizes (*n*) were reported in the corresponding figure legend. No statistical method was used to predetermine sample size. Investigators performing sequencing analysis were blinded during the experiment. All values were presented as mean ± standard error of the mean (s.e.m.) of at least three independent experiments, unless otherwise indicated. Statistical analyses were performed using non-parametric student’s *t*-test (unpaired Kolmogorov–Smirnov test) when the comparison was done between two groups and non-parametric one-way ANOVA (unpaired Kruskal–Wallis test) for more than 2 groups. For all statistical analysis, a value of *p* ≤ 0.05 was deemed statistically significant.

### 2.9. Ethics Statement

All experiments were performed in accordance with relevant guidelines and regulations. Animals were bred and kept in FLI´s fish facility according to §11 of the German Animal Welfare Act. The protocols of animal maintenance were approved by the local authority in the State of Thuringia (Veterinaer- und Lebensmittelueberwachungsamt) with license number J-SHK-2684-04-08/11 (before August 2017) and J-003798 (since August 2017). Sacrifice and organ harvesting was performed according to §4(3) of the German Animal Welfare Act.

## 3. Results

### 3.1. Chromatin Landscape Discriminates Among Young, Adult, and Old Nfu

There is, at present, an apparent lack of information regarding epigenetic modifications in the context of age-related alteration of skeletal muscle. Moreover, very little is known about the chromatin landscape of *Nfu* skeletal muscle and how it changes during aging. Here, experiments, aimed at exploring the chromatin landscape characterizing young, adult, and old *Nfu* skeletal muscle samples, were performed on histones H3 and H4 specific tail residues. A few modifications were identified. Specifically, in old skeletal muscle tissue, we observed a significant increase in H3K27me3, H3K9me3, and H4K20me3 (Figure 1a). These modifications are associated with a closed chromatin conformation relatively abundant in heterochromatin and typically leading to gene repression. To further explore how chromatin landscape might change during aging, we extended our evaluation to histone marks more often associated with open chromatin conformation. In aged *Nfu* skeletal muscle, Western blot analysis revealed a decrease in H3K9ac and H4K16ac signals (Figure 1a). Confocal microscopy (CM) confirmed the increase in H3K27me3 (Figure 1b) and the reduction of H3K9ac (Figure 1c) in old *Nfu* compared to young skeletal muscle. Moreover, in old skeletal muscle, CM analysis of heterochromatin protein 1 alpha (HP1α), which is an additional marker of closed chromatin, provided evidence of co-localization with H3K27me3 (Figure 1d), suggesting further that old animal epigenome presents a predominantly closed conformation. These evidences prompted us to investigate the global state of DNA methylation. Interestingly, we found that with age, a steep increase of 5-methyl cytosine (5mC) occurs at adult age compared to young muscle tissue. The level of 5mC remains high at old age, maintaining statistical significance against young samples, while increasing slightly compared to adult skeletal muscle without reaching statistical significance (Figure 1e). These evidences suggest that the increase of 5mC at adult stage might contribute to the aging phenotype and to the establishment of heterochromatin. Similar results emerged in satellite cells isolated from young and old fish (Figure S1a–b). 

Taken together, these observations show that, in aged *Nfu* skeletal muscle, chromatin becomes more condensed and possibly less transcriptionally accessible. 

### 3.2. Epigenetic Enzymes Responsible for Chromatin Condensation are Differentially Expressed Among Young, Adult, and Old Nfu

In association with the observed histone modifications, the expression of a number of relevant epigenetic enzymes responsible for heterochromatin was examined. The Polycomb repressive complex 2 (PRC2) is a protein complex with histone methyltransferase activity, which primarily leads to H3K27me3 accumulation. The mRNA levels of three important PRC2 subunits, namely ezh1, ezh2, and eed, increased in skeletal muscle tissue of old *Nfu* compared to young animals (Figure 2a). The mRNA level of PRC1 members showed a similar trend (Figure 2b). To further investigate the epigenetic enzymes involved in histone methylation, we evaluated the mRNA expression of the lysine demethylases (kdm), the enzymes involved in the removal of methyl group from lysine residues. Specifically, we focused on members of the lysine demethylase 6 (KDM6) family, which is selective for H3K27me3. Interestingly, compared to youngsters, mRNA levels of kdm6a and kdm6b were significantly reduced in adult *Nfu* muscle tissue; however, no changes of markers associated with young tissues could be detected in older animals (Figure 2c). Further studies are necessary to investigate this interesting aspect. Nevertheless, these findings suggest that increased levels of methylated histones might be the result of an increase in PRC members paralleled by partial reduction in KDM6 expression occurring during adulthood.

### 3.3. RNA Sequencing of Nfu Skeletal Muscle Tissue Shows Age-Specific Expression Pattern

To gain insight into aged-associated alterations in the *Nfu* we explored the transcriptome of young, adult, and old skeletal muscle tissue by RNA sequencing. In this experiment, analyzing *Nfu* at different ages, 5008 differentially expressed genes (DEGs) were found. Specifically, after pairwise comparison of young/adult, young/old, and adult/old, 4271, 3074, and 453 genes were found differentially expressed with more than ±1 log2 fold change (base-mean ≥ 5, FDR ≤ 0.05), respectively.

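The turquoise killifish is a short-lived annual fish in which the muscle of adults can be compared with that of growing and of aged animals. Whole skeletal muscle of 9 male fish was used, 3 per age and 1 library per fish. The samples are marked as 5 weeks for young, 20 weeks for adult and 35 weeks for old fish; the paper gives 12–21 weeks for adult and 27–40 weeks for old animals. Stranded libraries of total RNA were read in paired-end mode, and the authors trimmed the reads, aligned them to the killifish genome and counted them per gene. Reads that fit several genes were left out, so closely related gene copies are undercounted; 5150 gene names had more than 1 entry.

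The data taken up here were the authors' normalized counts, that is, reads per gene divided by 1 factor per library and rounded to whole numbers. They covered 39396 entries. The reads assigned to genes were estimated from the spacing of these values at 11.72 to 12.91 M in young, 11.75 to 14.23 M in adult and 7.96 to 12.71 M in old libraries, with medians of 12.24, 12.66 and 11.39 M. The 30 M reads per library in the paper count sequenced reads. TTN alone took up 22.6 to 29.6% of the normalized counts of a library.

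The values were compared as log2(value + 1) with limma, with the 9 libraries in 1 linear fit and variances moderated along the mean expression. The 17454 genes with a mean normalized count of at least 5 were tested. A gene was called with a Benjamini-Hochberg adjusted p of at most 0.05 and a log2 fold change of at least 1 in either direction. Normalized counts at or under 3 were treated as a floor, and fold changes against a group at this floor are given as lower bounds.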

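In the limma fit 4971 of the 17454 tested genes were called in at least 1 of the 3 pairwise comparisons. The F test over the 3 ages together gave 6187 genes at an adjusted p of at most 0.05 (limma, Benjamini-Hochberg); without young replicate 2 or young replicate 3 this number was 3919 and 3978. The standard error of a log2 fold change had a median of 0.31 over all tested genes. The largest shift came from the treat test of limma, which asks whether a change exceeds 2-fold and left 674 genes called in at least 1 comparison. With 3 fish per group an exact permutation test of a single gene has a smallest two-sided p of 0.1, so that calls for single genes rest on variances shared across genes.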

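Between adult and young muscle 3855 genes were called, 1868 higher and 1987 lower in adults. Between old and young muscle 3098 genes were called, 1381 higher and 1717 lower, and between old and adult muscle 364, of which 144 were higher and 220 lower in old fish. The median size of the called changes was 1.57, 1.59 and 1.67 log2. Without any fold-change limit, 5837, 4732 and 462 genes had an adjusted p of at most 0.05 in limma. The contrast of old with adult fish rested on few libraries: it gave 90 genes without adult replicate 2, 91 without adult replicate 3 and 240 without young replicate 3.

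The 3 values of one age lay entirely above or below the 3 of the other for 8769 genes (50.2%) in adult versus young, 7331 (42%) in old versus young and 3666 (21%) in old versus adult muscle, where 10% would be reached by chance. Of the called genes 3794, 3018 and 364 had such separate groups. Among 121 tested entries of RNA families without a protein product, 33, 20 and 2 were called.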

Based on multiple testing-adjusted *p*-value criteria, the 50 most significantly DEGs of each pair (young/adult, young/old, adult/old) were selected, resulting in 122 different DEGs (Table S1). 

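The 50 genes with the smallest p of each comparison made up 111 different genes. The 50 of adult versus young shared 21 genes with those of old versus young and 15 with those of old versus adult muscle, and the last 2 groups shared 7. Among the 111, 73 are in Table S1. Of the 122 entries of Table S1, 121 were traced in the table of values; all 121 were tested and called in at least 1 comparison.

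In adults the higher genes with the smallest p versus young were CSRNP1B (log2 fold change 4.30, standard error 0.17, adjusted p = 3.76e-07), UCP2 (6.28, standard error 0.28, adjusted p = 7.98e-07) and RASGEF1B (5.31, standard error 0.27, adjusted p = 1.35e-06, all by limma). The smallest p among lower genes were those of TIMM44 (-3.93, standard error 0.29, adjusted p = 2.14e-05), CLTCB (-3.17, standard error 0.24, adjusted p = 2.74e-05) and SNAP25 (-5.50, standard error 0.43, adjusted p = 2.74e-05, limma).

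In old versus young muscle genes with the smallest p included COX4I1 (log2 fold change 4.13, standard error 0.27, adjusted p = 4.5e-05) and EVA1C (2.80, standard error 0.20, adjusted p = 4.94e-05) among higher genes and TUT1 (-3.365, standard error 0.21, adjusted p = 4.5e-05) and STMN1 (-3.80, standard error 0.27, adjusted p = 4.94e-05, limma) among lower genes. TUT1 lies on scaffold 607 at 139260–157105 (plus strand) and had normalized counts of 534, 501 and 393 in young, 75, 94 and 77 in adult and 58, 39 and 40 in old libraries. COX4I1 is annotated on scaffold 9391 at 19963–21362 (minus strand); its mean rose from 76 in young to 1360 in old fish.

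Of the genes that rose from adult to old muscle, RYR3 (log2 fold change 3.41, standard error 0.44, adjusted p = 0.00402), SMARCA5 (1.67, standard error 0.22, adjusted p = 0.00402) and MFSD2A (2.30, standard error 0.30, adjusted p = 0.00413, limma) had the smallest p. The genes RYR3, SNAP25, RASGEF1B, TIMM44, COX4I1, STMN1 and MFSD2A have several entries in the annotation, and their single values are therefore uncertain.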

DESeq-normalized counts of the selected sequences were averaged per condition and depicted as a heatmap by using a hierarchical clustering generated by Pearson correlation of the z-score (Figure 3a). 

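Averaged by age, 32 of the 121 genes had their highest mean in young, 63 in adult and 26 in old muscle. In adults 80 of them were higher and 31 lower than in young fish at the limits of the test, and 64 were also called between old and adult muscle. For 49 genes the change from young to adult was called in one direction and that from adult to old in the opposite direction. An example is KLF9 on scaffold 327 (63128–68488, minus strand), with normalized counts of 83, 70 and 78 in young, 2591, 3459 and 3024 in adult and 170, 363 and 485 in old libraries.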

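In a principal component analysis of the 17454 tested genes, the first component held 44.2% and the second 17.7% of the variance of the 9 libraries. On the first component the young libraries lay between -97.4 and -77.1, the adult ones between 35.3 and 55.2 and the old ones between 31.2 and 56.8. The second component separated old libraries (-52.7 to -43.7) from adult ones (17.6 to 69).

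**Figure D1:**
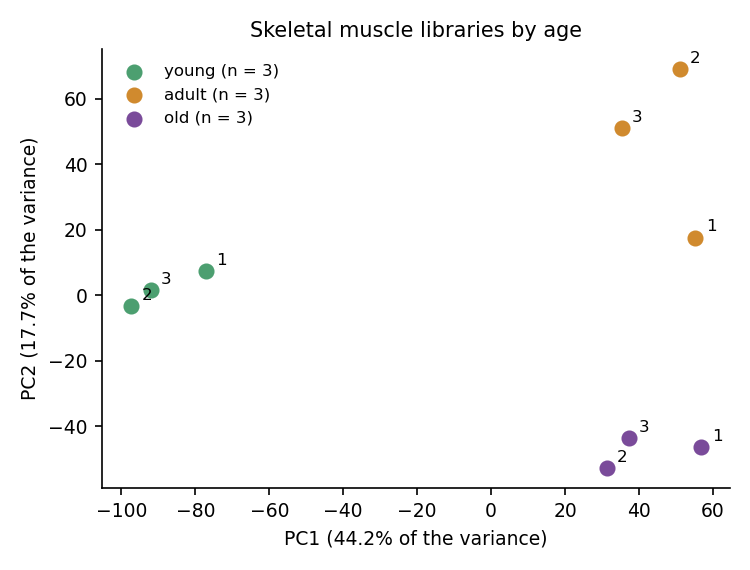
Principal components 1 and 2 of log2(value + 1) over the 17454 tested genes; 9 libraries of young, adult and old skeletal muscle.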

The result revealed that the aging process determined important changes in the *Nfu* skeletal muscle transcriptome. Further, the partially overlapping DEGs among the experimental contrasts were utilized to identify age-specific regulated genes, and a Venn diagram was created to assemble RNAs into up- and down-regulated genes (Figure 3b). 

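Adult and old muscle shared 2024 genes called against young muscle in the same direction, 1112 lower and 912 higher, while 5 genes were called in opposite directions. Lower in all 3 comparisons were 5 genes, and higher in all 3 were 6. With each direction counted on its own, 156 genes were called lower and 101 higher between old and adult muscle only, and these include genes called in the opposite direction in another comparison. In old fish 64 genes were lower and 43 higher than in both other ages, the genes called in all 3 comparisons included.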

We identified 1063 genes down-regulated and 1138 up-regulated in adults compared to young (Figure 3b,c). 

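With each direction counted on its own, 875 genes were lower in adult than in young muscle and lower in no other comparison, and 956 genes were higher in this comparison alone. Without adult replicate 2 the number of these higher genes was 629. The number of these lower genes ranged from 713 to 1136 over the fits without 1 library.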

The old/young comparison identified 403 down-regulated and 480 up-regulated genes (Figure 3b,c). 

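In old versus young muscle alone, again with each direction on its own, 546 genes were lower and 432 higher. Without young replicate 3 the lower group held 356 genes. In adults 83 of the 546 and 132 of the 432 genes had a change of the same direction with an adjusted p of at most 0.05 in limma. The median log2 fold changes of the lower group were -0.81 in adults and -1.54 in old fish versus young ones. For the higher group they were 0.80 and 1.36. Both comparisons use the same young libraries, which by itself makes their fold changes alike. Between old and adult fish 3 genes of the lower and 2 of the higher group had an adjusted p of at most 0.05 (limma).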

To assign a putative role to these aging-associated genes, KEGG pathway analysis was performed on significantly down- or up-regulated groups of genes (Figure 3d). 

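Of the 12 pathway sets in the figure, the 7 lower ones in old versus young muscle had medians of -0.40 to -0.92 log2. Together with 14 further sets, 19 of 26 were called by camera at an adjusted p of at most 0.05, 8 higher and 11 lower. With fry 16 sets were called, 14 of them by both tests. A correlation between genes estimated from the data moved this most: 3 sets were then called, namely cell cycle, mismatch repair and the genes that respond to glucocorticoids.

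**Figure D2:**
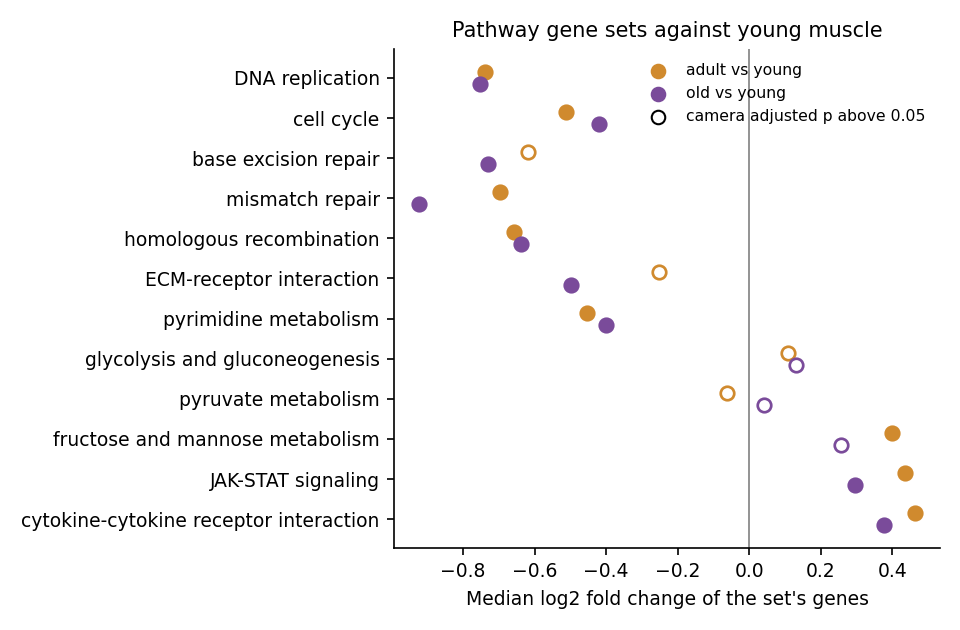
Median log2 fold change of 12 pathway gene sets in adult and old versus young skeletal muscle; filled symbols mark sets with a camera adjusted p of at most 0.05.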

The interconnections among down-regulated genes suggests that the related molecular pathways are associated with cell cycle progression and DNA repair. 

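In old versus young muscle DNA replication had a median log2 fold change of -0.75 with 14 of 38 genes called lower (camera adjusted p = 0.000102). Cell cycle had a median of -0.42 with 36 genes lower and 3 higher among 127 (camera adjusted p = 0.000102). Mismatch repair fell by 0.92 log2 with 7 of 20 genes lower (camera adjusted p = 0.00041), and homologous recombination by 0.64 log2 with 9 of 31 lower (camera adjusted p = 0.00243). For base excision repair the median was -0.73 with 7 of 28 genes lower (camera adjusted p = 0.0467); this call was lost in 5 of the 9 fits without 1 library, with adjusted p of 0.0524 to 0.0863 from camera.

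Among the 546 genes lower in old versus young muscle alone, ECM-receptor interaction was over-represented with 17 of 137 genes against 4.29 by chance (Fisher test, adjusted p = 1.61e-05). Mismatch repair followed with 5 of 20 genes (MSH3, LIG1, PMS2, POLD1 and RFC3; Fisher test, adjusted p = 0.00185), and base excision repair with 4 of 28 (Fisher test, adjusted p = 0.0428). These numbers count entries, of which some share a gene name. With 1 entry per symbol both repair sets were lost (Fisher test, adjusted p = 0.0948 and 0.177), while ECM-receptor interaction stayed (0.00988). With a mean of at least 50, where 2 and 10 entries were left, neither repair set had a gene in the list. DNA replication had 4 of 38 genes (Fisher test, adjusted p = 0.0906) and cell cycle 5 of 127 against 3.97 by chance (E2F1, DBF4, ATM, CDC14AB and CCNE2; Fisher test, adjusted p = 0.549).

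Single genes behind these shifts were MCM3 (log2 fold change -3.08, standard error 0.28, adjusted p = 9.22e-05), POLE (-3.41, standard error 0.37, adjusted p = 0.000209), BUB1 (-3.37, standard error 0.37, adjusted p = 0.000205) and RAD54B (-2.80, standard error 0.35, adjusted p = 0.000409, all by limma). RAD50 was unchanged in adults (log2 fold change -0.01) and lower in old fish (-1.69, standard error 0.30, adjusted p = 0.00246 by limma).

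From interconnections among the down-regulated genes the paper proposes that their pathways are linked to cell cycle progression and DNA repair.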

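Among the 432 genes higher in old than in young muscle alone, 0 of 12 pathway sets were over-represented (Fisher test), and 0 had an unadjusted p under 0.05. Glycolysis and gluconeogenesis contributed 3 of its 68 genes, GPIB, PFKMB and TPI1, JAK-STAT signaling SPRY1 and SOCS7, and cytokine-cytokine receptor interaction CSF1RA, PDGFRB, FLT4 and TNFRSF19. The call of CSF1RA was lost in 5 of the 9 fits without 1 library (log2 fold change of 1.42 without old replicate 2). Over all genes called higher, glycolysis and gluconeogenesis reached 11 of 68 (Fisher test, unadjusted p = 0.0171, adjusted p = 0.145).

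The median log2 fold change of the glycolysis and gluconeogenesis set was 0.13, with 11 genes called higher and 7 lower (camera adjusted p = 0.568); it was -0.15 with equal library totals and fell to -0.026 without young replicate 3. Fructose and mannose metabolism had a median of 0.26 with 7 genes higher and 1 lower (camera adjusted p = 0.0742), 0.162 without old replicate 3 and -0.02 with equal totals. The set was called higher by fry (adjusted p = 0.00682), with 1 entry per symbol (0.0493), without old replicate 2 (0.0418) and, as chosen after seeing the data, with equal totals (0.0452), where the median of all genes fell too. Over the other camera settings the adjusted p ranged up to 0.169. For pyruvate metabolism it was 0.04 (camera adjusted p = 0.312) and -0.23 with equal totals. Among the genes of these sets with the smallest p were PFKMA (log2 fold change 1.64, standard error 0.20, adjusted p = 0.000376), FBP2 (2.44, standard error 0.39, adjusted p = 0.00132) and PFKFB3 (2.20, adjusted p = 0.000144, all by limma).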

On the contrary, the most up-regulated genes were associated with inflammation and metabolism, particularly glycolysis (Figure 3d). This finding is typical of senescent cells and often coexists with DNA damage and the alteration of other aging-dependent regulatory pathways, including inflammation. 

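Genes of proliferation were already lower in adults. In adult versus young muscle the cell cycle set had a median log2 fold change of -0.51 with 42 genes called lower and 6 higher (camera adjusted p = 2.87e-05). For DNA replication it was -0.74 with 13 genes lower (camera adjusted p = 0.000329). TOP2A fell from a mean of 411 normalized counts in young to 63.3 in adult and 52.7 in old muscle.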

Altogether, these results suggest that, similar to mammalians, in *Nfu*, the progression of aging leads to chromatin condensation associated with regions transcribing for genes involved in proliferation and DNA repair.

### 3.4. H3K27me3 and H3K9ac Show Opposite Regulation and Role During Aging

To better define the role of the observed aging-dependent histone modification alterations on DEGs, we performed a chromatin immunoprecipitation-sequencing (ChIPSeq) experiment for H3K27me3- and H3K9ac-enriched regions in the skeletal muscle of young and old *Nfu*. In aged animals, ChIP performed with the H3K27me3 or the H3K9ac antibody showed an accumulation of H3K27me3-enriched regions (Figure S2a). After sequencing, we mapped the reads on the *Nfu* genome and a correlation analysis of the mapped reads revealed that H3K27me3 enriched samples clustered independently from H3K9ac samples (Figure S2b). As expected, ChIP-seq indicated that H3K27me3 was particularly enriched on repetitive elements and promoters of low expressed genes with higher density around the transcriptional start site (TSS). Conversely, H3K9ac signals were more abundant on the promoters of expressed genes exhibiting a sharper distribution profile around TSS (Figure S2c–e). Large genomic views of the mapped reads confirmed the different distribution anticipated by ChIP-seq reads. These findings are complementary, backing the experimental accuracy (Figure S2f).

To understand whether these two epigenetic modifications correlate with the transcriptional alterations observed during aging (Figure 3), we calculated the ratio between H3K27me3 and H3K9ac signal for a subset of DEGs in old versus young *Nfu*. Except few cases (e.g., Dnmt3a), most of the down-regulated genes showed an aging-dependent increase of H3K27me3 and a relative decrease of the H3K9ac signal on their promoters. On the contrary, up-regulated genes showed an aging-dependent decrease of H3K27me3 and a relative increase of the H3K9ac signal (Figure 4a and Figure S2g). The old/young signal ratio of H3K27me3 ChIP-seq was significantly inversely correlated (Pearson = −0.57) compared to the H3K9ac ratio, suggesting that these two histone modifications could have an opposite but synergic role during aging (Figure 4b). Genomic views of the ChIP-seq mapped reads confirmed the opposite loss and gain of these two histone modifications in specific epigenomic regions (highlighted in yellow) and particularly around TSS (Figure 4c,d). 

These results are consistent with the functional association between aging and condensed chromatin conformation in *Nfu* skeletal muscle.

### 3.5. Impairment of Cell Cycle, Differentiation, and DNA Repair Mechanics in Old Nfu Skeletal Muscle Tissue

The skeletal muscle tissue of old *Nfu* was further characterized by Western blot and qRT-PCR to assess the expression of genes involved in cell cycle, differentiation, and DNA repair. The mRNA expression of cyclin B1 (CCNB1), fundamental for the transition through mitosis, and of cyclin D1 (CCND1), driving G1/S transition, significantly decreased in old *Nfu* (Figure 5a). Consistently, the expression of proliferating cell nuclear antigen (PCNA), important for DNA replication and chromatin remodeling, was reduced in old *Nfu* muscle tissue both at the mRNA and the protein levels (Figure 5b). Intriguingly, the decrease of markers associated with proliferation was paralleled by a reduction of the muscle-specific transcription factor, myogenin-g (myog), which coordinates skeletal muscle development and repair (Figure 5c). Moreover, in agreement with RNA-seq analyses showing an impairment of genes involved in DNA repair, we observed a reduction in the mRNA level of the growth arrest and DNA-damage-inducible protein (gadd45γ) responsible of cellular stress response (Figure 5d). Worthy of note, in other model systems, low levels of gadd45γ have been associated with several types of tumors [35,36]. To further explore the status of DNA damage accumulation in old *Nfu* skeletal muscle, we analyzed the presence γH2AX, a marker of double-strand DNA breaks, which contributes to nucleosome formation, chromatin remodeling, and DNA repair [37]. As expected, we found γH2AX enriched in old *Nfu* skeletal muscle (Figure 5e). Again, similar results were found in satellite cells isolated from old *Nfu* muscle tissue (Figure S1c,d). 

These evidences support the bioinformatics analyses of sequencing data set performed on aging *Nfu*. 

### 3.6. Up-Regulation of Inflammation and Senescence in Old Nfu Skeletal Muscle Tissue

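JAK-STAT signaling had a median log2 fold change of 0.295 between old and young muscle, with 11 genes called higher and 1 lower among 103 (camera adjusted p = 0.00239). For cytokine-cytokine receptor interaction the median was 0.38, with 12 genes higher and 6 lower among 105 (camera adjusted p = 0.0034). With equal library totals the medians were 0.053 and 0.13, where the median of all genes was -0.298. Higher in old fish were GHR (log2 fold change 1.28, standard error 0.14, adjusted p = 0.00021), LEPR (1.80, standard error 0.20, adjusted p = 0.000217), SOCS7 (1.49, standard error 0.21, adjusted p = 0.00081) and CCL25B (1.98, standard error 0.28, adjusted p = 0.000776, limma).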

Since the pairwise comparison between skeletal muscle tissue of old and young *Nfu* pointed out an increase in genes involved in inflammation response, we analyzed the expression of a series of genes actively participating in immune and inflammation response. Specifically, we found an increase in the mRNA levels of important genes, such as the CCAAT/enhancer-binding protein beta (Cebpb), a transcription factor regulating the expression of immune and inflammatory response related genes [38]; the janus kinase 3 (Jak3), coupled to cytokine receptors and responsible for their signaling transmission [39]; and the pentraxin-related protein 3a (Ptx3a), a molecule released from dendritic cells, fibroblasts, and endothelial cells in response to primary inflammation stimuli [40] (Figure 6a). These evidences emerged from our OMICs studies about age-specific alteration of the skeletal muscle in *Nfu* and are provided here as examples of genes affected by the increased condensation of the chromatin observed during *Nfu* aging. Interestingly, a sustained inflammatory response often associates with senescence and aging. Then, we investigated the degree of senescence in old *Nfu* skeletal muscle tissue. Although we are aware that senescence-associated-β-galactosidase activity (SA-β-gal) is the gold standard to reveal senescent cells, the use of this specific staining is limited to fresh samples, whereas it cannot be performed in formalin-fixed paraffin-embedded tissues. For this reason, we took advantage of histochemical staining with Sudan Black B (SBB) that specifically stains lipofuscin, an aggregate of oxidized proteins, lipids, and metals, known to accumulate in aged tissues, and is detectable independently of sample preparation [34,41]. Specifically, the histological staining of formalin-fixed tissue by SBB showed evident signs of senescence in old *Nfu* skeletal muscle (Figure 6b, see black arrows). Similar results were obtained analyzing the satellite cells isolated from *Nfu* skeletal muscle for β-galactosidase (β-gal) and p21 mRNA level (Figure S1e,f). The positivity to senescent-specific staining was paralleled by an increase in the mRNA levels of p21, the cyclin dependent kinase inhibitor 1, a well-known senescence marker (Figure 6c). Actually, p21 expression increased with statistical significance in adult and old fish compared to young samples. Instead, the apparent difference between adult and old fish was not statistically significant; p21 expression in fact, does not significantly change in old fish, rather its expression remains elevated since adulthood. This evidence suggests that the increase of p21 in an adult fish might promote aging. Notably, different from mammalians, in *Nfu*, p16 cannot be used as a senescence marker. Indeed, contrasting data are present in the literature about p16 expression in teleosts. Previous manuscripts, in fact, described that no changes occur in p16 during aging [42,43]. For this reason, we focused on p21 expression. 

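For 8 gene names linked to cellular senescence the table held 15 entries, of which 13 reached the mean needed for a test. In old versus young muscle 3 of them were called, all lower: LMNB1 and the 2 entries of LMNB2. At an adjusted p of at most 0.05 from limma there were 4, and likewise 4 when adjusted over the list alone. In adult versus young muscle 7 entries were called and in old versus adult muscle 1. Quantile normalization, which was chosen after seeing the data, moved the count most, to 6.

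LMNB2 was lower in old fish with entry 135481 (log2 fold change -1.28, standard error 0.18, adjusted p = 0.000873) and entry 623106 (-1.04, standard error 0.20, adjusted p = 0.00388, limma). The latter missed the 2-fold limit without young replicate 2 (-0.956), old replicate 1 (-0.915) or old replicate 2 (-0.99). HMGB1A fell by 1.07 log2 in adults (adjusted p = 0.00809) and by 0.87 log2 in old fish (standard error 0.25, adjusted p = 0.0266, limma). It was called lower in old fish without old replicate 3 (-1.13). The same held with equal library totals and with totals without the 20 most abundant genes.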

To gain insight into senescence, we generated a heatmap showing the most recognized senescent associated markers, including Lamin B1, HMGB1, IL-6, and IL-8 (Figure 6d). 

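LMNB1 had normalized counts of 307, 324 and 312 in young, 34, 19 and 55 in adult and 38, 99 and 55 in old libraries. The log2 fold change was -2.39 between old and young muscle (standard error 0.38, adjusted p = 0.00134, limma) and ranged from -2.75 to -2.08 when single libraries were left out. The ratio of the means gave -2.30 log2. In adults the fall was 3.21 log2 (adjusted p = 0.000164, limma), and between old and adult muscle the log2 fold change was 0.83 (adjusted p = 0.25, limma).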

According RNA sequencing data set, we found that Lamin B1 was down-modulated about –2.29-fold in old compared to young fish. This observation is in agreement with the reported reduction of Lamin B1 typically observed during senescence and aging [44]. 

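HMGB1 has 2 entries. The more abundant one had normalized counts of 1841, 1708 and 2322 in young, 2210, 2179 and 2112 in adult and 2602, 1931 and 2038 in old libraries, a log2 fold change of 0.16 between old and young (standard error 0.17, adjusted p = 0.495, limma). With equal library totals it was -0.11. The other entry had 10, 16 and 12 in young and 32, 13 and 23 in old libraries, a log2 fold change of 0.73 (standard error 0.38, adjusted p = 0.179, limma). Reads shared by the 2 copies were not counted, so both values are uncertain.

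**Figure D3:**
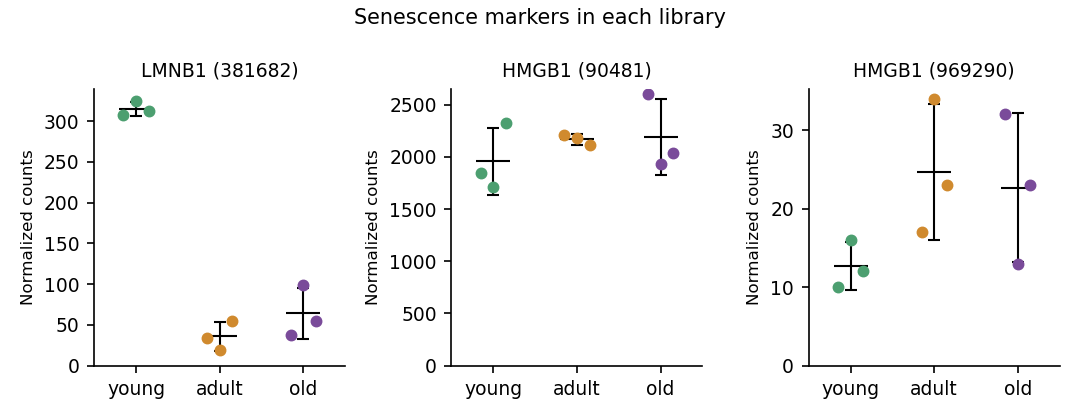
Normalized counts of LMNB1 and of both HMGB1 entries in each library of young, adult and old skeletal muscle, with mean and SD of the 3 fish per age.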

As regards other markers, HMGB1 was only slightly up-regulated during aging by about 0.85-fold. Although IL-6 was not detected by our sequencing, its signaling transporter (IL6ST) and receptor (IL6R) were both significantly up-regulated during aging. 

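No entry of the table carries the name IL6. The 3 entries of IL6ST had log2 fold changes of 1.76 (entry 32610, standard error 0.69, adjusted p = 0.0781), 0.55 (341718, standard error 0.30, adjusted p = 0.197) and 0.29 (625179, standard error 0.31, adjusted p = 0.531, limma) between old and young muscle. Entry 32610 had 6, 0 and 2 normalized counts in young and 8, 5 and 14 in old libraries, and was called without young replicate 1 (2.43), while its log2 fold change was 1.02 without young replicate 2. The 3 entries of IL6R had log2 fold changes of 1.13 (197148, standard error 0.47, adjusted p = 0.0923), 1.15 (199193, standard error 0.67, adjusted p = 0.22) and 1.2 (893661, standard error 0.48, adjusted p = 0.0748, limma). Entry 893661 was called without old replicate 2 (1.85) and had 0.788 without old replicate 1. Entry 199193 had 0.385 without young replicate 3, and 197148 had 0.727 without old replicate 3. The IL6ST entries 341718 and 625179 had 0.258 without young replicate 3 and 0.06 without young replicate 2. In adults 197148 and 199193 were higher than in young fish by 2.04 (adjusted p = 0.00649) and 2.50 log2 (adjusted p = 0.0143, limma).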

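IL8 had normalized counts of 0, 0 and 2 in young, 0, 25 and 6 in adult and 5, 0 and 1 in old libraries. Its mean of 4.33 was under the minimum of 5, so it was not tested. Each young value lay under the floor of 3, while old values reached 5. No fold change is given for a gene that was not tested.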

Finally, IL8 was up-regulated about 1.86-fold in old compared to young animals. Moreover, the increased signs of senescence and the metabolic imbalance towards glycolysis, extrapolated from RNA-seq bioinformatics, prompted us to analyze the mitochondrial function. Indeed, senescent cells accumulate dysfunctional mitochondria, characterized by decreased oxidative phosphorylation efficiency, which in turn leads to a higher production of reactive oxygen species contributing to DNA damage accumulation [45]. In this context, the reduction in mitochondrial copy number in old *Nfu* skeletal muscle tissue (Figure 6e) was paralleled by a decreased expression of mitochondrial polymerase γ (Polγ), mitochondrial transcription factor A (Tfam), and mitochondrial single-stranded DNA-binding protein (Ssbp) (Figure 6f). 

Altogether, these results indicate that aged *Nfu* skeletal muscle is characterized by an increased inflammatory response associated with senescence and mitochondrial dysfunction.

## 4. Discussion

The epigenetic changes occurring during aging of *Nfu* skeletal muscle are poorly characterized. In the present study, we investigated changes of histone modifications and gene expression occurring upon age in the skeletal muscle of the turquoise killifish *Nfu.* Intriguingly, in aged *Nfu* skeletal muscle tissue, we observed a progressive increase of histone marks associated with heterochromatin (H3K27me3, H3K9me3, and H4K20me3), paralleled by a decrease in euchromatin histone marks (H3K9ac and H4K16ac). The ChIP-seq analysis for H3K27me3 and H3K9ac pointed out aging-dependent gene promoters epigenetically regulated. Down-regulated genes showed an enrichment of H3K27me3 associated with a relative decrease of H3K9ac, whereas up-regulated genes indicated a reduction of H3K27me3 in favor of increased levels of H3K9ac, suggesting for an opposite perhaps coordinated role of these two histone modifications during aging. Similar results were obtained in cells isolated from young and old *Nfu* skeletal muscle, suggesting this model as a potentially relevant in vitro system for the screening of senolytic and senomorphic compounds in an anti-aging perspective. In mammalian models of aging, conflicting observations have often been reported, including decrease in global histone and DNA methylation occurring with age paralleled by localized accumulation at specific CpG islands [21,46]. Indeed, the differences between *Nfu* and the more characterized mammalian models of aging may reflect the presence of general differences in the mechanisms determining epigenetic changes in mammalian and fish aging. Alternatively, this chromatin landscape could be a consequence of the very short lifespan of *Nfu*. More investigations would be necessary to elucidate this interesting aspect.

In the skeletal muscle of aged *Nfu,* gene expression analysis showed a reduction of genes involved in cell cycle and proliferation, including cyclins and PCNA. Similarly, the low expression of genes associated with DNA damage, compared to younger animals, suggests an accumulation of DNA damage with aging. 

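The cyclins differed from each other. CCNB1 fell from 71, 52 and 33 normalized counts in young to 6, 3 and 0 in old libraries (log2 fold change -4.06, standard error 0.76, adjusted p = 0.00312, limma) and was lower in adults as well (-3.31). CCNE2 was lower in old fish, close to the limit (-1.77, adjusted p = 0.0429, limma). The 2 entries of CCND1 had log2 fold changes of 0.19 (472346, adjusted p = 0.58) and 0.23 (407069, adjusted p = 0.759, limma), which were -0.08 and -0.02 with equal library totals. PCNA had a log2 fold change of 0.25 (standard error 0.22, adjusted p = 0.437, limma), and -0.03 with equal totals. From adult to old muscle neither the cell cycle set (camera adjusted p = 0.698) nor the DNA replication set (camera adjusted p = 0.706) shifted.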

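Repair genes were lower in adult than in young muscle. The median fall was 0.70 log2 for mismatch repair (camera adjusted p = 0.00802) and 0.66 log2 for homologous recombination (camera adjusted p = 0.0196). Without adult replicate 1 the median log2 fold change of homologous recombination was -0.403. In old versus young fish MSH6 (log2 fold change -1.74, standard error 0.30, adjusted p = 0.00218), LIG1 (-1.99, standard error 0.39, adjusted p = 0.00373), RPA2 (-3.33, standard error 0.65, adjusted p = 0.00381) and FEN1 (-1.20, standard error 0.22, adjusted p = 0.0027, all by limma) were lower. XRCC1 stayed within 2-fold (-0.92, adjusted p = 0.00236, limma) and passed this limit without old replicate 3 (-1.003). It also passed with equal library totals and with totals without the 20 most abundant genes (-1.191 at the lowest). Between old and adult muscle the mismatch repair set did not shift (camera adjusted p = 0.21).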

Although DNA damage repair is essential for replication, proliferation, and tissue regeneration after injury, it seems impaired in old *Nfu* skeletal muscle as indicated by the accumulation of the modified γH2AX. Usually, in its natural habitat, killifish has only a short time period to grow and reproduce before the next dry season starts [47]. Possibly, this short lifespan compels *Nfu* to spend only little resources for DNA damage repair, a fundamental process for longer living species to counteract mutation and DNA damage accumulation [48]. Intriguingly, in other model organisms, genes involved in DNA damage repair have been shown to play essential roles in longevity, suggesting that genome maintenance in short-lived animals did not evolve as in long-lived species [48,49]. Insufficient DNA repair mechanisms could also explain the absence of lifespan extension in *Nfu* grown in fish tanks where food availability and lack of dry seasons represent optimal living conditions. On the other hand, *Nfu* might increase the proportion of heterochromatin with aging as a protective mechanism to prevent DNA breaks and other damages characterized by repetitive sequence silencing and transposon element inhibition [50]. In this light, several studies have already shown the impact of heterochromatin on lifespan and genome integrity maintenance. In *Drosophila,* heterochromatin formation contributes to longevity [51] and reduction of H4K16ac, via deletion of the Sas2 acetylase, apparently supports an increased lifespan [52]. In *Caenorhabditis elegans* (*C. elegans*)*,* the accumulation of H3K27me3 associates with increased lifespan and longevity, whereas high levels of H3K4me3 accelerates the aging process [53,54].

Aging-associated DNA damage partially depends on high levels of oxidative stress, which increase during lifespan, cell senescence, and aging-associated diseases [55,56]. Oxidative stress products accumulate in old skeletal muscle impairing mitochondrion function, which is essential for muscle contraction and strength [57]. Interestingly, it has been shown that locomotor activity is impaired in aged *Nfu* [31]. Indeed, old *Nfu* showed less swimming activity and mobility, suggesting that sarcopenia might occur with age [31]. However, further studies elucidating the physiological aspects and the connection between epigenetic changes and age-related alteration of skeletal muscle in *Nfu* would certainly be of interest. Sarcopenia, for example, is also associated with increased oxidative stress and decreased muscle function [58], which might partially depend on a decreased number of functional mitochondria. In this light, we observed a decline in mitochondrial copy number in old skeletal muscle tissue of *Nfu*, in agreement with previous analyses of other *Nfu* tissues [59]. Remarkably, the parallel reduction of mitochondrial proteins in *Nfu* skeletal muscle tissue could contribute to increase oxidative stress and ultimately cause DNA damage accumulation, cell cycle arrest, and senescence accelerating aging. In agreement, in old *Nfu* muscle tissue, we observed an association of increased levels of H3K9me3 with progressive accumulation of senescence markers. In particular, the so-called senescence-associated heterochromatin foci (SAHFs) were found enriched in regions where H3K9me3 and HP1α localized and chromatin was more condensed [15]. Consistent with an increase of senescent markers, we found the up-regulation of some inflammatory signaling pathways in old *Nfu* skeletal muscle tissue, which, becoming chronic, could possibly contribute to the so-called “inflammaging”, a matter that requires further future studies [60]. 

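In adults both inflammatory sets were already higher than in young muscle. JAK-STAT signaling had a median log2 fold change of 0.43 with 23 genes called higher and 6 lower (camera adjusted p = 0.0114; 0.286 without adult replicate 2), and cytokine-cytokine receptor interaction one of 0.46 with 20 genes higher and 3 lower (camera adjusted p = 0.00219). The most abundant gene of JAK-STAT signaling was PIK3R1, with mean normalized counts of 2468 in young, 8360 in adult and 6922 in old muscle.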

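The most abundant glycolytic genes, picked after seeing the values, were ALDOAA, ENO3, GAPDH and PKMB. Their mean normalized counts in young and old muscle were 48621 and 129966, 16495 and 76123, 16388 and 27038, and 7922 and 22122. ALDOAA (log2 fold change 1.28, adjusted p = 0.0302), ENO3 (2.14, adjusted p = 0.00234) and PKMB (1.44, adjusted p = 0.00108, limma) were called higher in old fish, and GAPDH was not (0.51, adjusted p = 0.347, limma). These 4 genes were not part of the fits without 1 library, apart from PKMB, whose call held in each. In adult versus young muscle the whole glycolysis set had a median of 0.11 with 11 genes higher and 6 lower (camera adjusted p = 0.853), and of -0.005 without adult replicate 1.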

Among other signs of aging, we found an up-regulation of genes involved in glycolysis, a possible consequence of the typical metabolic switch occurring during aging [46]. 

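The course over the 3 ages was followed for every gene. For 215 genes the change from young to adult was called in one direction and that from adult to old in the other: 128 rose and then fell, and 87 fell and then rose. In contrast, 11 genes were called in the same direction in both steps. The number of reversed genes was 63 without adult replicate 2, 74 without adult replicate 3 and 140 without old replicate 3.

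CDKN1A rose in adults (log2 fold change 2.36, standard error 0.38, adjusted p = 0.000909) and fell again in old fish (-2.83 versus adult, adjusted p = 0.00433, limma). In old versus young muscle CDKN1A had a log2 fold change of -0.473 and was not called, whereas the paper reports p21 as raised in old fish by qRT-PCR. KLF9 rose by 5.27 (adjusted p = 3.59e-06) and fell by 3.27 (adjusted p = 0.00111, limma). SUZ12 fell by 1.02 in adults (adjusted p = 0.000678) and rose again from a mean of 144 in adult to 296 in old muscle (adjusted p = 0.00846, limma), and MYOG fell by 1.09 (adjusted p = 0.00524) and rose by 1.25 (adjusted p = 0.0235, limma).

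**Figure D4:**
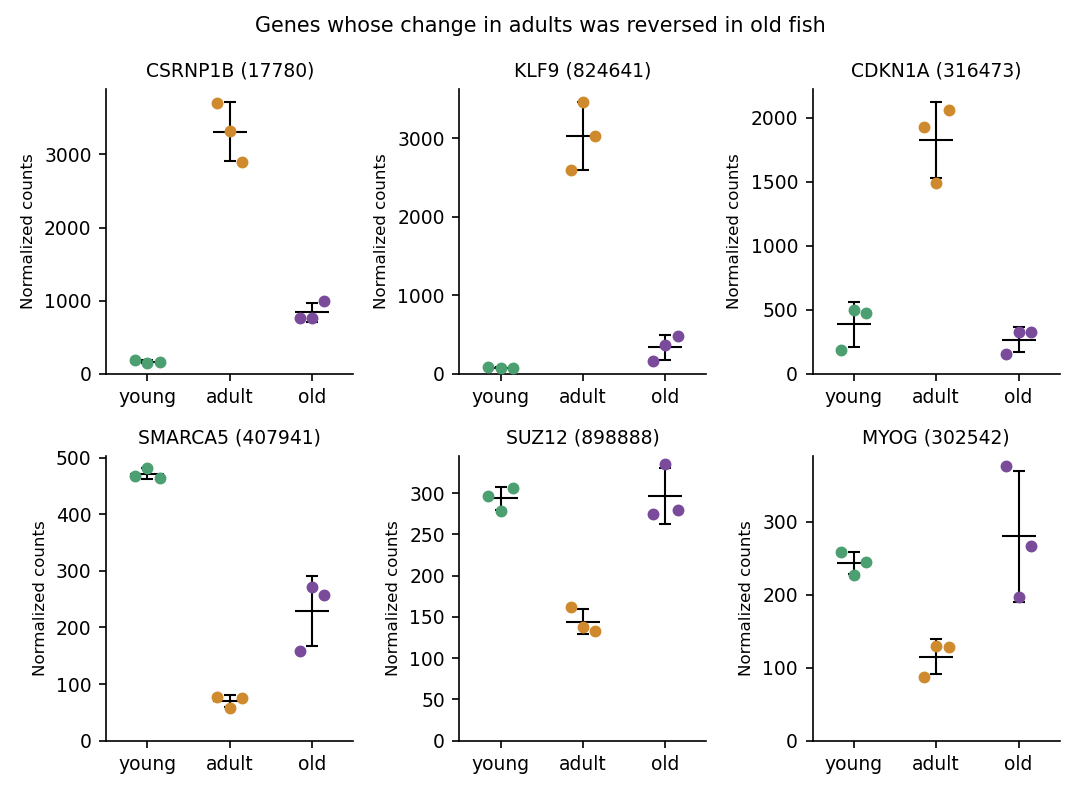
Normalized counts of CSRNP1B, KLF9, CDKN1A, SMARCA5, SUZ12 and MYOG in each library of young, adult and old skeletal muscle.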

While we could not always observe a linear increase or decrease of certain genes involved in the aging process, we would like to point out here that this specific aspect has been previously reported about gene expression in *Nfu* tissues during aging [61]. It has been hypothesized, in fact, that the so-called “U-shape curve” might be an intrinsic feature of *Nfu*. Interestingly, an inversion of gene expression at critical points of development and aging has also been reported in human and primates [62], where a U-shaped expression pattern has also been observed. We cannot exclude, however, that the small sample size and the consequential higher heterogeneity might itself affect the pattern. Moreover, the aged fish analyzed within this study might be the result of a positive selection of individuals presenting peculiar features about their gene expression [63]. 

Overall, the present work shed light on the epigenetic landscape of *Nfu* skeletal muscle during aging, pointing out features that might contribute to explain the loss of muscle mass, the reduction of cell proliferation, the increase of inflammation, the impairment of DNA repair, and the reduction in mitochondrial function. Interestingly, a recent study showed similar aging-associated transcription changes in *Nfu*, *Zebrafish*, mice, and humans [64]. Altogether, these observations further corroborate the use of *Nfu* as a suitable animal model for investigating the physiology and pathophysiology of aging. Nevertheless, some limitations in the present study are represented by a relatively small number of samples derived from aged fish and a lack of certain annotated marker genes in the genome of *Nfu*.

However, comparison with datasets derived from RNA-seq of other *Nfu* tissues revealed similar gene expression changes during aging. Specifically, the RNA-seq of skin, liver, and brain in old *Nfu* [61] shares at least six down-regulated and two up-regulated KEGG pathways with our RNA-seq conducted in skeletal muscle (Figure S3a,b). 

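In the muscle data alone, 7 of the 12 pathway sets were over-represented among the 1717 genes lower in old than in young fish. Cell cycle had 36 of 127 genes in this group (Fisher test, adjusted p = 1.84e-08), ECM-receptor interaction 38 of 137 (Fisher test, adjusted p = 1.84e-08) and DNA replication 14 of 38 (Fisher test, adjusted p = 2.99e-05), where 9.84% of all tested genes were lower. Among the 1381 higher genes 0 sets were over-represented. Unadjusted, glycolysis and gluconeogenesis and fructose and mannose metabolism (7 of 37, Fisher test, p = 0.0241) were under 0.05.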

Interestingly, in old *Nfu* skeletal muscle tissue, RNA-seq performed from Reichwald’s group [32] on diapause stage of *Nfu* showed a transcriptome similar to that observed in the present work (Figure S3c). Although further investigation is necessary to elucidate this interesting finding, we can speculate that during diapause, the killifish embryo undergoes severe stress conditions, including aridity and temperature changes, which can contribute to the establishment of a transcriptome characterized by metabolic and cellular process shut-down similar to that observed during aging. 

The analysis of the epigenetic landscape of *Nfu* skeletal muscle during aging, performed in this study, provides an initial characterization of the epigenetic changes occurring during *Nfu* aging, which represents an interesting starting point of investigation to study aging and age-related alteration of skeletal muscle in a novel experimental animal model system.

## Figures and Tables

**Figure 1:**
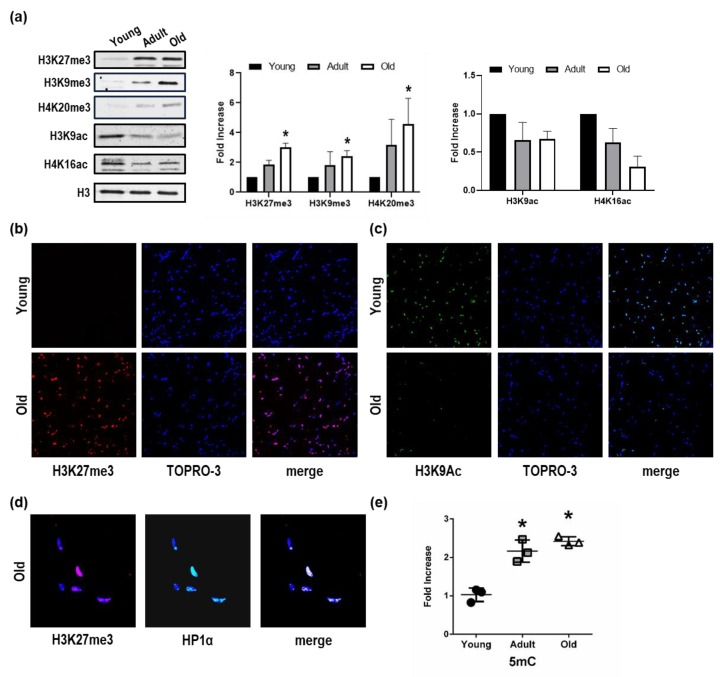
Repressive histone mark accumulation and activating histone mark decrease in *Nfu* skeletal muscle tissue with age. (**a**) Left panel: Representative Western blot analysis of H3K27me3, H3K9me3, H4K20me3, H3K9ac, and H4K16ac expression in young, adult, and old *Nfu* muscle tissue. Total histone 3 (H3) was used as loading control. Right panel: Related densitometry analysis of H3K27me3, H3K9me3, H4K20me3, H3K9ac, and H4K16ac expression in muscle tissue (*n* = 4). * *p* < 0.05 vs. young. (**b**) Representative confocal microscopy images of H3K27me3 (red) in young (upper panel) and old (lower panel) *Nfu* skeletal muscle tissue. Nuclei were counterstained with TOPRO-3 (blue). Magnification 40× (*n* = 5). (**c**) Representative confocal microscopy images of H3K9Ac (green) in young (upper panel) and old (lower panel) *Nfu* skeletal muscle tissue; nuclei were counterstained with TOPRO-3 (blue). Magnification 40× (*n* = 5). (**d**) Representative confocal microscopy images of H3K27me3 (red, left panel) and heterochromatin protein 1α (HP1α, green, middle panel) in old *Nfu* skeletal muscle tissue. Merged fluorescence images are shown in the right panel (merge). Nuclei were counterstained with TOPRO-3 (blue). Magnification 40× (*n* = 5). (**e**) Whole skeletal muscle global DNA quantification of 5-methylcitosine (5 mC) in young (black circles), adult (gray squares), and old (white triangles) *Nfu* skeletal muscle tissue expressed as fold-change versus young (*n* = 3). * *p* < 0.05 vs. young.

**Figure 2:**
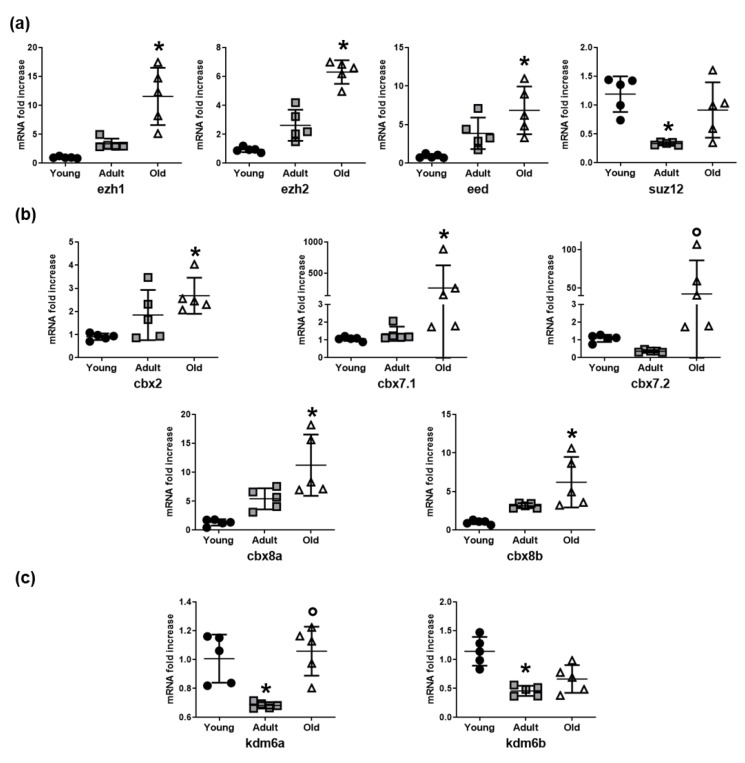
Histone methylation enzyme expression increases in *Nfu* muscle tissue with age. (**a**) qRT-PCR analysis of ezh1, ezh2, eed, and suz12, polycomb repressive complex 2 (PRC2) subunits in young (black circles), adult (gray squares), and old (white triangles) *Nfu* muscle tissue expressed as fold increase versus young samples (*n* = 5). * *p* < 0.05 vs. young. (**b**) qRT-PCR analysis of cbx2, cbx7.1, cbx7.2, cbx8a, cbx8b, a selection of polycomb repressive complex 1 (PCR1) mRNAs in young, adult, and old *Nfu* muscle tissue expressed as fold increase versus young samples. (n = 5). * *p* < 0.05 vs. young; *p* < 0.05 vs. adult. (**c**) qRT-PCR analysis of lysine demethylases kdm6a and kdm6b mRNAs in young, adult, and old *Nfu* muscle tissue expressed as fold increase versus young samples (*n* = 5). * *p* < 0.05 vs. young; *p* < 0.05 vs. adult.

**Figure 3:**
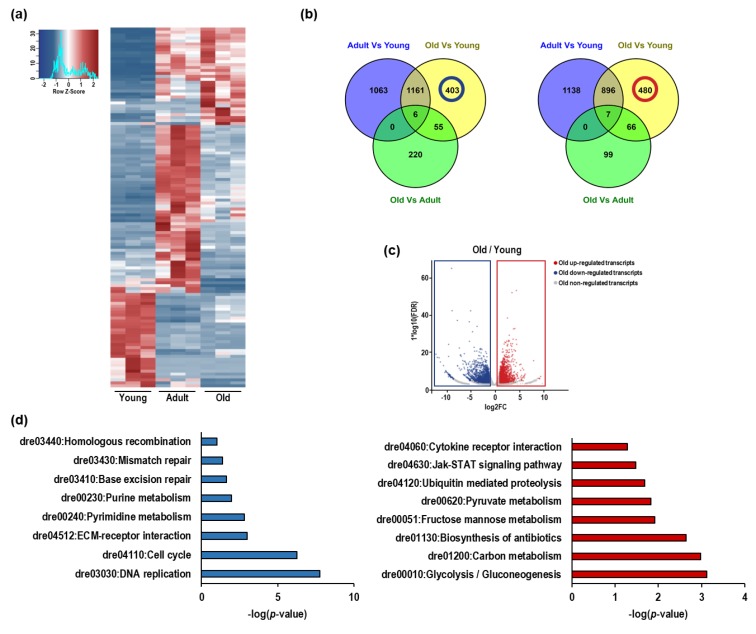
The expression of DNA repair and cell cycle genes decline in *Nfu* skeletal muscle with age, as expression of inflammation and glycolysis genes increase. (**a**) Heatmap showing the 50 most significant differentially regulated genes in young, adult, and old *Nfu* skeletal muscle identified by total RNA sequencing (*n* = 3 each group). Red and blue represent over- and under-expressed genes, respectively. (**b**) Left panel: Venn diagram depicting the distribution of unique or common down-regulated genes among young, adult, and old *Nfu* skeletal muscle tissue at different age. Right panel: Venn diagram depicting the distribution of unique or common up-regulated genes among young, adult, and old *Nfu* muscle. (**c**) Volcano plot of differentially regulated genes expressed in old *Nfu* skeletal muscle compared to young *Nfu* skeletal muscle at a multiple testing-corrected *p*-value ≤ 0.05. (**d**) Left panel: KEGG pathway over-representation analysis of unique down-regulated genes between young and old *Nfu* muscle tissue (405 genes), blue bar graph. Right panel: KEGG pathway analysis of unique up-regulated genes between young and old *Nfu* muscle tissue (473 genes), red bar graph.

**Figure 4:**
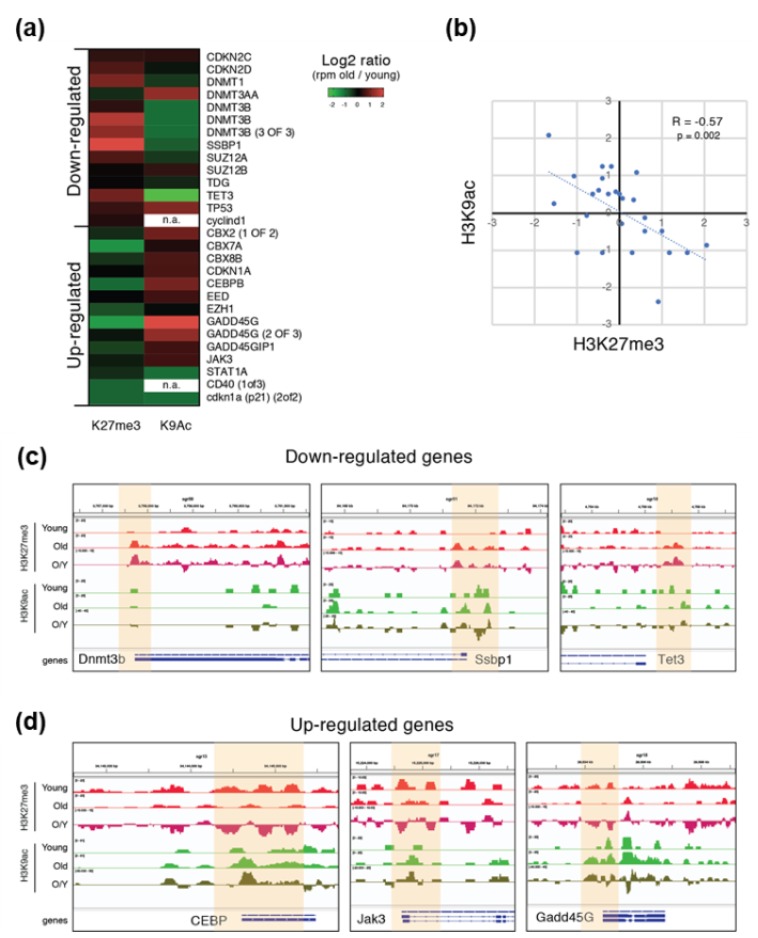
ChIP-seq reveals differential roles of H3K27me3 and H3K9ac in skeletal muscle tissue. (**a**) Heatmap showing the log2 fold change (old/young) of H3K27me3 and H3K9ac signal intensity (RPM) of some of the DEGs during aging (also see Figure S3G). RPM = read per million. (**b**) Log2 fold change (old/young) of H3K27me3 (x axis) and H3K9ac (y axis) signal intensity (RPM). R and *p*-value is calculated using Pearson correlation. (**c**,**d**) Genomic view of the ChIP-seq-mapped reads for some DEGs which is down-regulated (**c**) or up-regulated (**d**) during aging.

**Figure 5:**
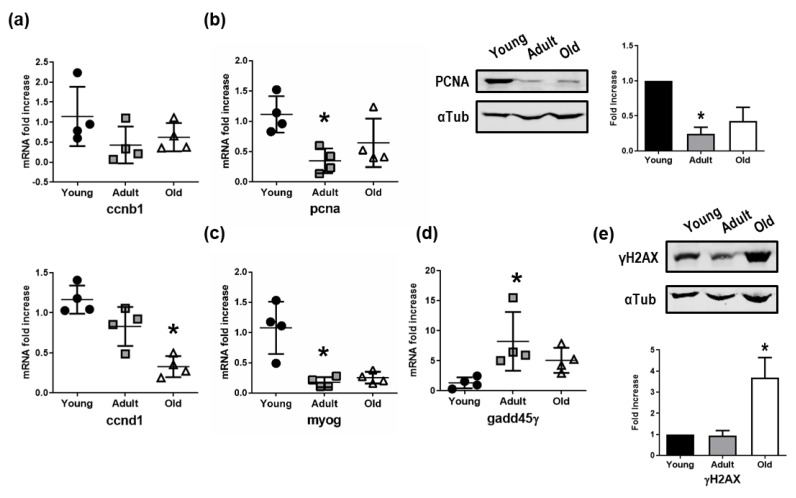
Validation of mRNA sequencing. (**a**) qRT-PCR analysis of cyclin B (ccnb1) and cyclin D (ccnd1) in young (black circles), adult (gray squares), and old (white triangles) *Nfu* muscle tissue expressed as fold increase versus young samples (*n* = 4). * *p* < 0.05 vs. young. (**b**) Left panel: qRT-PCR of the proliferating antigen (pcna), markers of cell cycle progression and proliferation. Middle panel: Representative Western blot analysis of PCNA protein levels in young, adult, and old *Nfu* muscle tissue. In each condition, α-tubulin (αTub) was used as loading control. Right panel: Related densitometry analysis of PCNA protein levels (*n* = 3); signal was normalized to young samples (black bars). Adult samples depicted with gray bar, old samples with white bars. * *p* < 0.05 vs. young. (**c**) RT-PCR analysis of myogenin-g (myog), the transcriptional activator of muscle differentiation in young (black circles), adult (gray squares), and old (white triangles) *Nfu* muscle tissue. (*n* = 4). * *p* < 0.05 vs. young. (**d**) RT-PCR analysis of growth and DNA damage inducible 45γ (gadd45γ) mRNAs in young (black circles), adult (gray squares), and old (white triangles) *Nfu* skeletal muscle tissue (*n* = 4). (**e**) Upper panel: Representative Western blot analysis of γ histone 2AX (γH2AX), a marker of DNA damage, in young, adult, and old *Nfu* muscle tissue. α-tubulin (αTub) was used as loading control. Lower panel: Related densitometry analysis of γH2AX in muscle tissue (*n* = 3).

**Figure 6:**
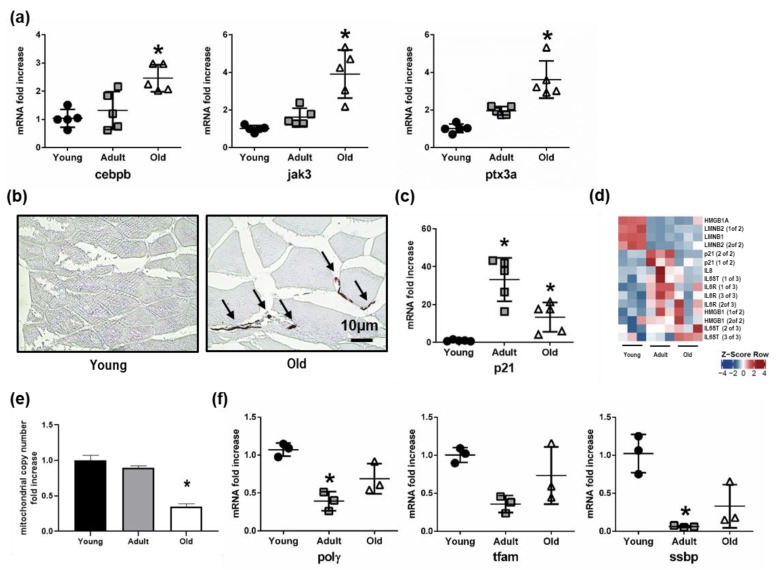
Senescence increases as mitochondrial number declines in the aging *Nfu* skeletal muscle. (**a**) Validation of sequencing results via RT-PCR analysis of mRNAs related to inflammatory signaling: CCAAT/enhancer binding protein beta (cebpb), janus kinase 3 (jak3), pentraxin 3a (ptx3a), in young (black circles), adult (gray squares), and old (white triangles) (*n* = 5). * *p* < 0.05 vs. young. (**b**) Representative light microscopic pictures from young (right) and old (left) *Nfu* muscle stained with Sudan Black B. Accumulation of staining in the old muscle is indicated with black arrows. Calibration bar = 10 µm. 40× magnification. (**c**) RT-PCR analysis of p21 mRNAs in young (black circles), adult (gray squares), and old (white triangles) *Nfu* skeletal muscle tissue (*n* = 5). * *p* < 0.05 vs. young. (**d**) Heatmap showing significantly differentially regulated senescent markers in young, adult, and old *Nfu* skeletal muscle identified by total RNA sequencing (*n* = 3 each group). Red and blue represent over- and under-expressed genes, respectively. (**e**) RT-PCR analysis of mitochondrial content number in young, adult, and old in *Nfu* muscle tissue expressed as fold increase versus young samples (*n* = 4). * *p* < 0.05 vs. young. (**f**) RT-PCR analysis of mitochondrial polymerase gamma (polγ), mitochondrial transcription factor (tfam) and mitochondrial single-stranded DNA binding protein (ssbp) in young, adult, and old *Nfu* muscle tissue expressed as fold increase versus young samples (*n* = 3 at each age). * *p* < 0.05 vs. young.

**Table 1:** List of forward and reverse primers.

Gene	Forward 5’−3’	Reverse 5’−3’
cbx2	TCCCAACGGACAAAAGAAAC	TTGTTGGGTTTGGTGGATTT
cbx7.1	GAGCAAGTGTTTGCTGTGGA	CTTTGGCACCTTTCTTCCTG
cbx7.2	GGAGACAGGCTGGATTTTGA	GCCATGGTAACCGACTGATT
cbx8a	CAGTCAATCGGGGTGAAAGT	TTAGACTCCTCCGGGAACCT
cbx8b	AGGTGGCGAGTATCTGCTGT	CGGTTCCCAAGTGCTGTATT
ccnb	GGTGGGAGACTTTGCCTACA	AGAGGGTCAGCTCCATCAGA
ccnd	CTGTGAGCTTTGCTGCTTTG	ACGCTCAGCAAACACATACG
eed	AGTCCTGTGAAAACGCCATC	AACGTAAAGCTTCCCCACCT
ezh1	CAAGAGGATTCCCAGCGATA	GGGTTGGAGGAAACAGTCGTA
ezh2	ATTCTGTCAACCCCAACTGC	ATGCCCACGTACTTCAGAGC
gadd45γ	ATTGCGCTTCAGATCCACTT	CGCAGAACAGACTCAGCTTG
ira	TGCCTCTTCAAACCCTGAGT	AGGATGGCGATCTTATCACG
kdm6a	GTCAAACCCTACCCCCTCAT	TGTGGAGAGAGGAGCCAACT
kdm6b	CAAAGCCAGCTTTCTGGAAC	TCTGGATGTGAGGAGCACAG
myog	GTTCGACCAAGCTGGCTATC	CATGGTCACCGTCTTCCTTT
p21	CCCTGCGTAAAGATCTGGAG	ACCACCACCCTTCCTCTTT
pcna	ACCCTCAGAGCAGAGGACAA	CATGGGAAAGGATCTGGAAA
polγ	TCCCCGTTAATCAGAACTGG	TCTGCTGCTTTTTGGGAGTT
ssbp1	CTGGAGAGACGGAAACAAGC	CTGACGTTGTCGCTCAGAAA
suz12	AAAGGAGCAAAGGTGGAGGT	GACGGTTGTGACCACTGATG
tfam	TACGTGTCCGAGCACTTTCA	CATGTGGTCTTCCCAGGACT

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4409/8/10/1169/s1: Figure S1: Cells derived from *Nfu* skeletal muscle tissues resemble tissue of origin; Figure S2: Histone marks H3K27me3 and H3K9ac cluster at the transcription start sites; Figure S3: Common mRNA expression profiles in different types of *Nfu* tissues during aging and during diapause indicate global trends; Table S1: Top 50 regulated genes (±1 log2 FC; base-mean ≥ 5, FDR ≤ 0.05) in each group depicted in Figure 4A.

# Supplementary material for: Aging Triggers H3K27 Trimethylation Hoarding in the Chromatin of Nothobranchius furzeri Skeletal Muscle
**Source:** Cells. 2019 Sep 28;8(10):1169. doi: 10.3390/cells8101169
**Supplement:** Supplementary file 1

Supplementary figures and table

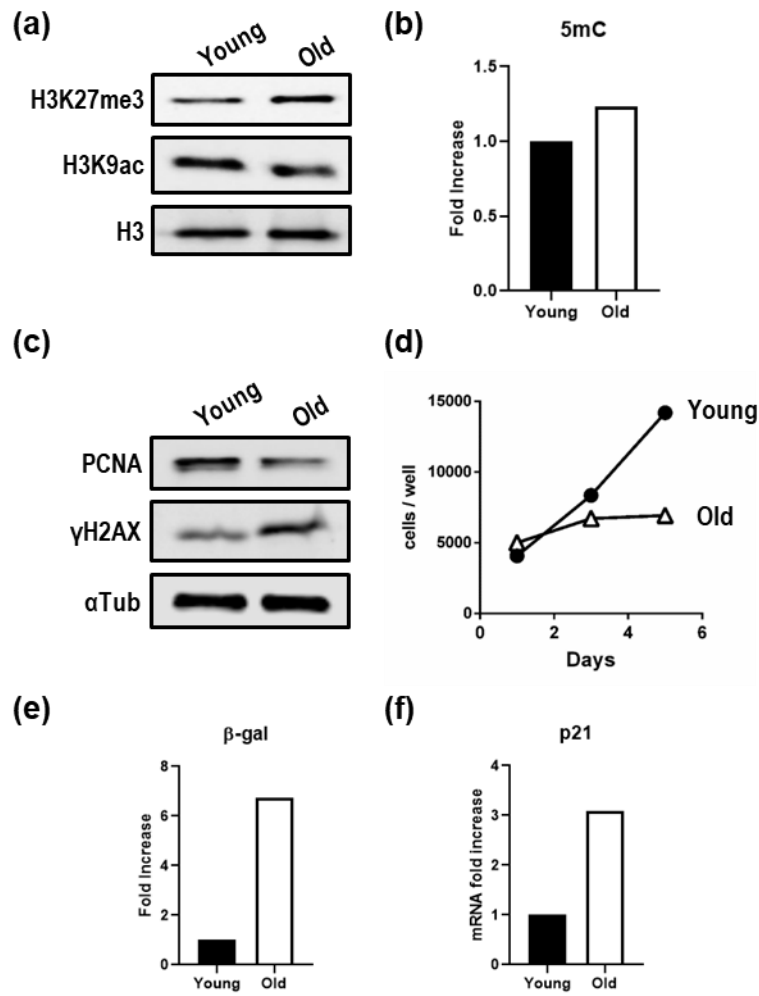

**Figure S1. Cells derived from *Nfu* skeletal muscle tissues resemble tissue of origin.** (a) Western blot for H3K27me3 and H3K9ac in cells isolated from young and old *Nfu* skeletal muscle tissue. Tissues from multiple animals were pooled for cell isolation. Total histone 3 was used as loading control. (b) Global DNA methylation quantification of 5mC in cells isolated from young (black bar) and old (white bar) muscle tissue expressed as fold-change versus young. (c) Western blot for proliferating antigen (PCNA) and γ histone 2AX (γH2AX). α-Tubulin (αTub) was used as loading control. (d) Growth curve related to cells derived from young (black circles) and old (white triangles) *Nfu* skeletal muscle tissue. (e) Analysis of β-galactosidase (β-Gal) staining in young and old *Nfu* skeletal muscle tissue, number of positive cells expressed as fold increase versus young sample. (f) qRT-PCR analysis of p21 in cells derived from young and old cells derived from *Nfu* muscle tissue.

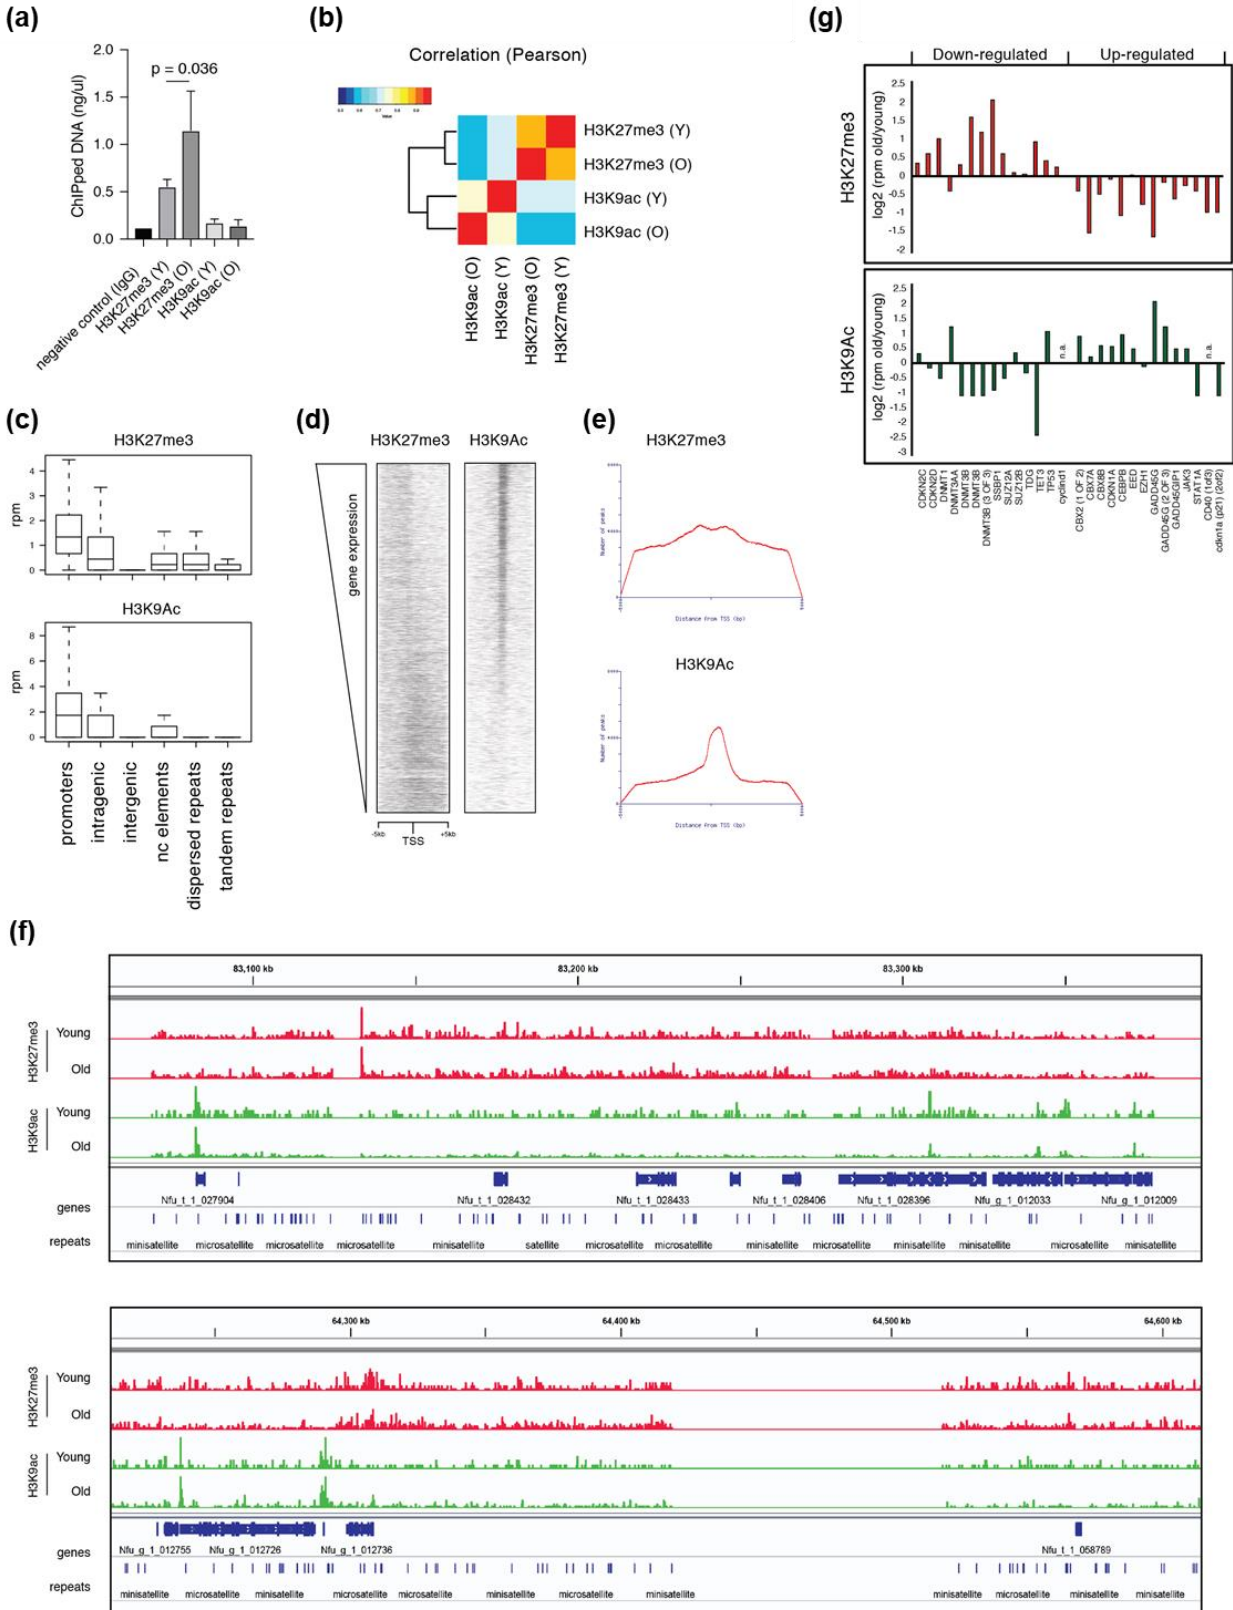

**Figure S2. Histone marks H3K27me3 and H3K9ac cluster at the transcription start sites.** (a) Amount of immunoprecipitated DNA (ng/μl) using anti-H3K27me3 and anti-H3K9ac antibodies. P-value is calculated using t-test. (b) Person correlation of mapped reads revealed separation of H3K27me3 and H3K9ac samples. (c) Distribution of

18 H3K27me3 (upper plot) and H3K9ac (bottom plot) signals in different genomic features. RPM = Read Per Million. (d)  
19 Heatmap of H3K27me3 and H3K9ac signal distribution around transcription start sites (TSS). The genes are sorted from  
20 high to low expression. (e) Distribution of H3K27me3 and H3K9ac peaks (p-value cutoff = 0.001) around the TSS. (f)  
21 Large genomic views of the mapped reads in the indicated conditions. (g) Log2 of the old/young ratio of H3K27me3  
22 (upper panel) and H3K9ac (bottom panel) signal intensity (RPM) for some differentially expressed genes in RNA level  
23 during aging.

24

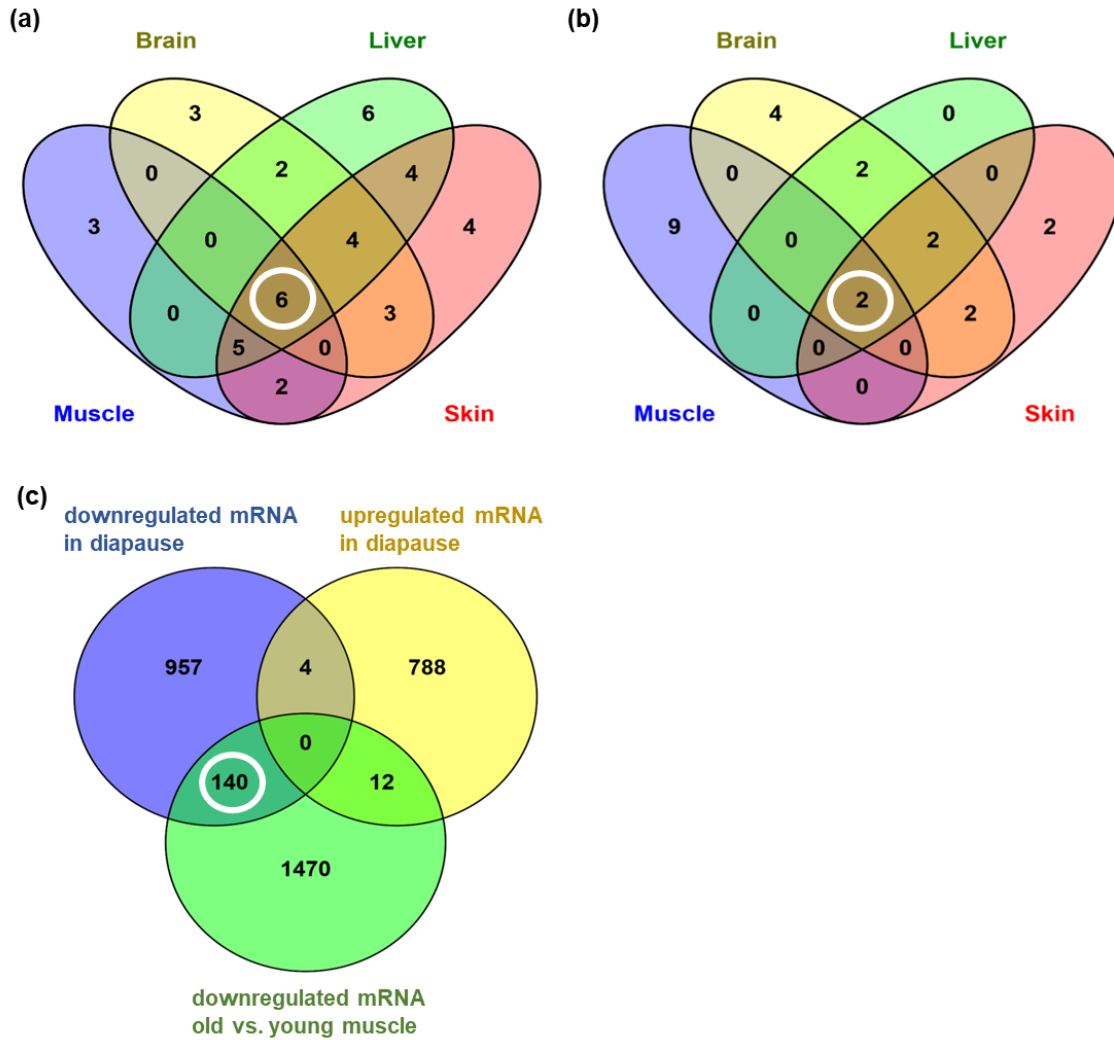

**Figure S3. Common mRNA expression profiles in different types of *Nfu* tissues during aging and during diapause indicate global trends.** (a) Venn diagram depicting KEGG pathways commonly down-regulated in *Nfu* skeletal muscle (blue), brain (yellow), liver (green) and skin (red) tissue comparing young versus old samples. Six KEGG pathways shared by all four tissues were found (white circle): Ribosome biogenesis in eukaryotes, DNA replication, cell cycle, aminoacyl-tRNA biosynthesis, pyrimidine metabolism and RNA transport. (b) Venn diagram depicting up-regulated KEGG pathways in *Nfu* muscle (blue), brain (yellow), liver (green) and skin (red) tissue comparing young versus old samples. Two common KEGG pathways are found (white circle): Jak/Stat signaling and cytokine/cytokine receptor interaction. (c) Common mRNA expression profile of down-regulated mRNAs during diapause (blue circle), up-regulated mRNA during diapause (yellow circle) and down-regulated mRNA in old *Nfu* skeletal muscle tissue (green circle): mRNAs of 140 genes are down-regulated during diapause and during aging (white circle). Data from Baumgart *et al.* (2014) (a and b) and Reichwald *et al.* (2015) (c) was used to compare with sequencing results from skeletal muscle.

38 **Table S1.** Top 50 regulated transcripts ( $\pm 1 \log_2$  FC; base-mean  $\geq 5$ , FDR  $\leq 0.05$ ) in each group depicted in Fig.  
39 4A.

| Ensembl gene id | Ensembl chromosome     | Ensembl start | Ensembl stop | Ensembl strand | Ensembl gene       |
|-----------------|------------------------|---------------|--------------|----------------|--------------------|
| 824641          | GapFilledScaffold_327  | 63.128        | 68.488       | -              | KLF9               |
| 649160          | GapFilledScaffold_2177 | 22269         | 31055        | +              | UCP2               |
| 17780           | GapFilledScaffold_369  | 123399        | 137173       | -              | CSRNP1B            |
| 605031          | GapFilledScaffold_1971 | 82042         | 100822       | +              | ZGC:56306          |
| 826927          | GapFilledScaffold_626  | 50793         | 73608        | -              | ZBTB16B(1of2)      |
| 581036          | GapFilledScaffold_4409 | 19853         | 46452        | +              | RASGEF1B(1of2)     |
| 673243          | GapFilledScaffold_123  | 254595        | 263808       | +              | SIK1               |
| 871495          | GapFilledScaffold_5595 | 16075         | 32476        | -              | SOGA3B             |
| 128543          | GapFilledScaffold_288  | 26344         | 27228        | +              | CEBPD              |
| 966928          | GapFilledScaffold_8767 | 21001         | 24664        | +              | MYH1(2of3)         |
| 990605          | GapFilledScaffold_3440 | 67537         | 68302        | +              | NFURLNR03440010010 |
| 939321          | GapFilledScaffold_1269 | 106127        | 112760       | -              | ARRDC2             |
| 531846          | GapFilledScaffold_146  | 160532        | 199879       | +              | CNKSR1             |
| 867431          | GapFilledScaffold_610  | 39908         | 57370        | +              | PDE1B              |
| 957706          | GapFilledScaffold_669  | 230595        | 237360       | +              | ARRDC3A            |
| 674222          | GapFilledScaffold_1753 | 24533         | 29586        | +              | ZGC:65851          |
| 843934          | GapFilledScaffold_3880 | 34710         | 37862        | -              | DDIT4L(2of2)       |
| 859490          | GapFilledScaffold_1547 | 33392         | 39398        | -              | IP6K2(1of2)        |
| 704710          | GapFilledScaffold_1508 | 67435         | 76224        | -              | TIMM44(1of2)       |
| 355284          | GapFilledScaffold_296  | 126991        | 162445       | +              | FNIP1              |
| 519425          | GapFilledScaffold_2446 | 29759         | 37279        | -              | ATAD3B             |
| 962503          | GapFilledScaffold_73   | 138398        | 144432       | +              | CSRNP1A            |
| 685688          | GapFilledScaffold_6214 | 2811          | 8503         | -              | SNAP25(3of3)       |
| 484773          | GapFilledScaffold_786  | 76990         | 115787       | +              | TSC22D3(1of3)      |
| 258357          | GapFilledScaffold_983  | 56714         | 58723        | +              | EVA1C              |
| 158041          | GapFilledScaffold_1636 | 81645         | 93317        | -              | PPRC1(2of2)        |
| 962068          | GapFilledScaffold_292  | 60344         | 60880        | +              | IER2(2of2)         |
| 483825          | GapFilledScaffold_769  | 97927         | 162287       | +              | SESN1              |
| 713692          | GapFilledScaffold_2026 | 60503         | 83700        | +              | WHSC1              |
| 476666          | GapFilledScaffold_132  | 104148        | 130966       | +              | NUAK1(1of2)        |
| 784281          | GapFilledScaffold_4434 | 10385         | 33583        | +              | IGF2BP3            |
| 622626          | GapFilledScaffold_5836 | 1985          | 50332        | +              | ANLN(2of2)         |
| 11155           | GapFilledScaffold_2278 | 2194          | 10052        | -              | PPM1G              |
| 614992          | GapFilledScaffold_9391 | 19963         | 21362        | -              | COX4I1(1of2)       |
| 977955          | GapFilledScaffold_25   | 328261        | 331963       | -              | BHLHE40(2of2)      |
| 407941          | GapFilledScaffold_1115 | 30876         | 40232        | -              | SMARCA5            |
| 432733          | GapFilledScaffold_1121 | 171487        | 209599       | -              | RSBN1L(1of2)       |
| 891380          | GapFilledScaffold_483  | 254685        | 351282       | +              | PACS1(1of3)        |
| 507527          | GapFilledScaffold_1568 | 126217        | 134624       | -              | TNNT2D             |

|         |                         |         |         |   |                    |
|---------|-------------------------|---------|---------|---|--------------------|
| 17042   | GapFilledScaffold_1355  | 314328  | 315203  | + | CEBPB              |
| 410982  | GapFilledScaffold_4905  | 16083   | 48451   | - | MAP1B(2of3)        |
| 261326  | GapFilledScaffold_7258  | 367     | 33544   | - | SLC1A4             |
| 374730  | GapFilledScaffold_1608  | 183172  | 186260  | - | KBTBD12            |
| 540930  | GapFilledScaffold_710   | 96875   | 100744  | + | SERPINH1           |
| 151295  | GapFilledScaffold_66    | 230082  | 279694  | + | MICAL2A            |
| 620868  | GapFilledScaffold_8948  | 571     | 12099   | + | SLC16A12(2of2)     |
| 623059  | GapFilledScaffold_216   | 157217  | 160467  | + | DDX10              |
| 88156   | GapFilledScaffold_700   | 128485  | 196324  | - | CLTCB              |
| 759680  | GapFilledScaffold_2366  | 23840   | 41512   | + | CLUHA              |
| 202270  | GapFilledScaffold_11308 | 10098   | 13438   | - | MYH6(3of3)         |
| 221083  | GapFilledScaffold_175   | 121.761 | 145.743 | - | COL2A1A            |
| 14897   | GapFilledScaffold_662   | 19878   | 42372   | - | ERCC5              |
| 199420  | GapFilledScaffold_50    | 45001   | 49384   | - | NEFMA(1of2)        |
| 603816  | GapFilledScaffold_239   | 69596   | 116405  | - | TACC2              |
| 78610   | GapFilledScaffold_7876  | 23922   | 27838   | - | HIST2H2BE(1of9)    |
| 755476  | GapFilledScaffold_607   | 139260  | 157105  | + | TUT1               |
| 619878  | GapFilledScaffold_5804  | 23048   | 26019   | - | NFIL3(2of3)        |
| 591963  | GapFilledScaffold_8988  | 973     | 22168   | + | ASPM(3of3)         |
| 540692  | GapFilledScaffold_3270  | 69697   | 74398   | + | TBX22              |
| 529223  | GapFilledScaffold_10342 | 241     | 11526   | + | SMCR8B             |
| 57170   | GapFilledScaffold_603   | 208114  | 213028  | - | ARX                |
| 728569  | GapFilledScaffold_1832  | 119461  | 169869  | + | PDLIM5(2of2)       |
| 85341   | GapFilledScaffold_1770  | 152338  | 201300  | - | PRX(14of16)        |
| 787172  | GapFilledScaffold_508   | 199111  | 201571  | + | NFURG00508170300   |
| 896111  | GapFilledScaffold_275   | 51790   | 63723   | + | SPOCK3(1of2)       |
| 837949  | GapFilledScaffold_3238  | 46505   | 52882   | + | AKT1S1             |
| 170137  | GapFilledScaffold_5518  | 52596   | 75496   | - | UACA               |
| 20380   | GapFilledScaffold_286   | 101208  | 104664  | + | NEFH(2of5)         |
| 204713  | GapFilledScaffold_5114  | 14242   | 30001   | - | PRDM16(1of2)       |
| 605240  | GapFilledScaffold_3572  | 63024   | 101479  | - | ZNF704(2of3)       |
| 785268  | GapFilledScaffold_14622 | 1641    | 5232    | + | HEL_DR4(1of4)      |
| 383358  | GapFilledScaffold_3564  | 88732   | 90930   | - | STMN1(2of3)        |
| 554129  | GapFilledScaffold_549   | 43104   | 54733   | - | STMN2B             |
| 907981  | GapFilledScaffold_283   | 514     | 12636   | - | PGAP3              |
| 940728  | GapFilledScaffold_57    | 99238   | 138038  | + | PDE4DIP(1of3)      |
| 148972  | GapFilledScaffold_254   | 372519  | 375577  | + | MARCKSB            |
| 541938  | GapFilledScaffold_4754  | 2640    | 57452   | + | CDKL5(1of3)        |
| RF00478 | GapFilledScaffold_3672  | 25535   | 25803   | - | SCARNA6            |
| 511648  | GapFilledScaffold_3084  | 2451    | 20062   | + | DSCAML1(4of4)      |
| 829769  | GapFilledScaffold_3908  | 38203   | 42815   | - | ASB15(2of2)        |
| 992166  | GapFilledScaffold_4413  | 60313   | 61325   | - | NFURLNR04413020010 |
| 537826  | GapFilledScaffold_1951  | 79724   | 112717  | + | KIF11              |

|        |                         |         |         |   |                        |
|--------|-------------------------|---------|---------|---|------------------------|
| 821510 | GapFilledScaffold_2236  | 889     | 3357    | - | HIST2H3D(3of7)         |
| 864210 | GapFilledScaffold_3928  | 5303    | 20255   | + | MYLIPA                 |
| 564175 | GapFilledScaffold_2794  | 18503   | 35432   | + | BX957278.1(1of2)       |
| 363169 | GapFilledScaffold_53    | 125.988 | 155.217 | + | SI:DKEY-11F4.16(2of3)  |
| 991287 | GapFilledScaffold_3820  | 32840   | 33602   | + | NFURLNR03820030010     |
| 919000 | GapFilledScaffold_51    | 100130  | 120451  | + | NADL1.2(3of5)          |
| 481517 | GapFilledScaffold_2326  | 84618   | 92286   | + | TJAP1(3of3)            |
| 58493  | GapFilledScaffold_8     | 285287  | 286965  | - | CHAC1(1of2)            |
| 316473 | GapFilledScaffold_2195  | 45195   | 47771   | - | CDKN1A(2of2)           |
| 751867 | GapFilledScaffold_2748  | 24178   | 38428   | - | SI:DKEYP-67G8.1(1of2)  |
| 982832 | GapFilledScaffold_2195  | 49180   | 49393   | - | NFURLNR02195030100     |
| 305262 | GapFilledScaffold_10553 | 5468    | 19187   | - | KANSL3(1of7)           |
| 18846  | GapFilledScaffold_10703 | 10568   | 15191   | + | RYSR3(4of9)            |
| 662548 | GapFilledScaffold_2341  | 53173   | 63032   | - | SI:CH211-119O8.4       |
| 441154 | GapFilledScaffold_12511 | 2       | 9819    | - | KANSL3(5of7)           |
| 596594 | GapFilledScaffold_599   | 47298   | 49893   | - | KLF11B                 |
| 153949 | GapFilledScaffold_2546  | 3968    | 18002   | - | SI:CH73-209E20.3       |
| 220820 | GapFilledScaffold_175   | 150807  | 164720  | + | GLS2(2of2)             |
| 84852  | GapFilledScaffold_1550  | 56556   | 63420   | + | SI:CH211-212K5.3(4of8) |
| 497982 | GapFilledScaffold_4914  | 10487   | 16841   | + | ZFAND5A                |
| 993139 | GapFilledScaffold_51    | 81133   | 81439   | + | NFURLNR00051020010     |
| 587497 | GapFilledScaffold_14653 | 1836    | 5775    | - | NFURG14653010002       |
| 764839 | GapFilledScaffold_106   | 131576  | 143958  | + | MKNK2B                 |
| 81394  | GapFilledScaffold_11811 | 6201    | 10887   | - | POLR3GL                |
| 147114 | GapFilledScaffold_6676  | 13656   | 16427   | + | RTL1(5of18)            |
| 636187 | GapFilledScaffold_9404  | 8566    | 20566   | + | CADM4(1of3)            |
| 307238 | GapFilledScaffold_5847  | 47948   | 75485   | - | TSC22D3(3of3)          |
| 338123 | GapFilledScaffold_1484  | 31465   | 43511   | + | MNT(1of2)              |
| 117280 | GapFilledScaffold_399   | 172004  | 185900  | - | MNT(2of2)              |
| 615046 | GapFilledScaffold_11090 | 1105    | 1416    | - | HIST1H4I(1of10)        |
| 544560 | GapFilledScaffold_1712  | 217259  | 228495  | - | NR1D2(4of4)            |
| 661977 | GapFilledScaffold_11895 | 4967    | 9139    | - | NFURG11895010002       |
| 265564 | GapFilledScaffold_713   | 145272  | 176766  | - | NR4A3                  |
| 513443 | GapFilledScaffold_1396  | 169     | 2800    | - | AP001468.1(14of32)     |
| 779044 | GapFilledScaffold_4454  | 124114  | 124962  | + | SI:CH73-269M14.4(7of7) |
| 351918 | GapFilledScaffold_28    | 341424  | 347751  | - | GPR157                 |
| 483323 | GapFilledScaffold_3743  | 4748    | 7446    | - | PLAUR(2of2)            |
| 908266 | GapFilledScaffold_283   | 130842  | 138394  | - | PELO                   |
| 973345 | GapFilledScaffold_574   | 307091  | 312611  | + | BCL2L1                 |
| 631579 | GapFilledScaffold_3493  | 47800   | 53477   | - | FAM107B                |

How the deposited data were processed for this re-analysis (not part of the article)

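The table of the RNA sequencing experiment was used, with 1 column for each of 9 libraries (young, adult and old skeletal muscle, 3 fish each) and 39396 entries, of which 34352 carry a numeric gene identifier and 5044 an Rfam identifier of a non-coding RNA. The values deposited by the authors are a signal: whole numbers that were already divided by 1 size factor per library. The design written before the data were examined had assumed raw read counts and a count model; since the values are normalized, tests for raw counts were not run, and the same comparisons were made on log2 values instead. The step of normalization behind the table is not described in the methods beyond the name of the program. No 2 columns are identical, and 0 columns were left out.

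The size factors of the authors' scaling were estimated from the spacing of the values in each column at 0.692 to 1.25, which gave 12 M reads on genes per library as a mean, 7.96 M in the smallest and 14.23 M in the largest. Multiplying back into whole reads was not done for the main tests, because only between 61.7% and 97.9% of the values of young and adult columns traced to 1 read number. The comparison at equal depth alone used reads rebuilt in this way, which are therefore approximate. In 8 simulated libraries the estimate of the size factor missed by at most 0.0002. Scaling factors computed anew from the values as medians of ratios were 1.01 to 1.02, so the values were not scaled again. The 20 most abundant entries held 49.8 to 60.6% of each column.

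Values were transformed to log2(value + 1). The 17454 entries with a mean of at least 5 over the 9 libraries were tested and 21942 were not. Linear models were fitted with limma (version 3.58.1) in R 4.3.3, with 1 mean per age in a single fit of all libraries, and moderated with eBayes and a trend on mean expression. Each of the 3 pairwise contrasts was adjusted by Benjamini-Hochberg. A gene was called with an adjusted p of at most 0.05 and a log2 fold change of at least 1, the limits of the paper. Fold changes of groups in which each library is at or under 3 are given as bounds from that floor. The 23090 gene names include 5150 with more than 1 entry, and entries of the same name were kept apart. The scripts ran with statmod 1.5.0, Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9.

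Gene sets numbered 26: 12 of the pathways in the paper's figure, 5 other groups and 9 groups of cell type markers, all written by hand from general knowledge before the data were examined and matched by name. The glucocorticoid, immediate-early and clock lists were written after Table S1 of the paper had been read. Shifts of sets were tested with camera (correlation between genes of 0.01) and fry, both from limma. Over-representation was tested with a one-sided Fisher test against the 17454 tested genes, over the 12 pathway sets. The pathway sets stand in for the pathway database of the paper, which was not used here.

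Most genes printed by name follow 3 rules fixed before the data were examined. The rules are every gene the paper names in its text, Table 1, Figure 4a or Figure 6d that has an entry; the 3 called genes with the smallest p in each direction of each comparison whose groups do not overlap; and the 3 members of each gene set with the smallest p in the direction of the set. Outside these rules, the most abundant members of sets and the members of pathway sets among the genes called in old versus young muscle alone were added after seeing the data. Positions on scaffolds were taken from Table S1.

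A self-test put known changes of 200 genes into simulated values of this design. Of these 91.5% were called with 0 in the wrong direction and a median error of 0.071 log2; among unchanged genes 6 of 17278 were called in that comparison and 0 of 17478 in another. With no gene changed there were 0 calls. In the same way camera and the Fisher test called the 1 set that was changed.

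As alternatives the scaling (recomputed factors, equal library totals, totals without the 20 most abundant genes), the filter (none, after the adjustment, a mean of at least 50), the test (the 2 ages of a contrast alone, treat, no fold-change limit, robust moderation, blocks of replicate numbers) and the omission of each library were run. Quantile normalization, precision weights and added constants of 0.5 and 5 were chosen after seeing the data, as was the use of equal library totals for gene sets. The experiment with chromatin, the qRT-PCR, Western blot and imaging data and the data of other tissues were not analysed here. Results of some single genes are not reported.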

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

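Several groups of genes that the paper does not discuss moved strongly, and each is listed here with the tests that were made on it. The camera p-values in this part use a preset correlation between genes of 0.01. With one estimated from the data, only the glucocorticoid list stayed called. The camera adjusted p of the neural list was then 0.169 in old and 0.154 in adult versus young muscle. It was 0.072 for cartilage and bone in old versus young muscle. In adult versus young muscle it was 0.0556 for immediate-early, 0.0753 for core clock and 0.239 for leukocyte genes. The tests on uneven nervous tissue, the gap between cartilage values, and the leukocyte, clock and immediate-early lists, as well as parts of the second cartilage and bone lists, were chosen only after the results had been seen.

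Neural genes were much lower outside young muscle. The neural list (24 entries, 12 with a mean of at least 50, 4 in Table S1) had a median log2 fold change of -2.734 in old and -2.96 in adult versus young muscle (camera adjusted p = 5.46e-09 and 6.87e-09), with 16 and 17 entries called lower. With entries at the floor set to their bound the medians were -2.43 and -2.88. It is noted because the paper's text does not discuss such genes. The choice of genes does not explain it: a second neuronal list of 34 other entries had -2.272 in adults and -2.474 in old fish. Nor do Schwann cells, whose genes had a median of 0.146, or 1 young library (at the nearest to 0, without young replicate 2, -2.632 in adult and -2.506 in old versus young muscle). A smaller share of muscle fibres in young samples would raise leukocyte genes there, and these were not higher in young fish (1.243 in adult versus young muscle). That test cannot exclude it, since leukocyte genes may change with age on their own. The muscle side of the neuromuscular junction did not fall (0.46 in adults). The amount of nervous tissue in the young samples is a candidate source that the numbers leave standing: in 82.4% of the second list (28 of 34) young replicates 2 and 3 were both above replicate 1, against 34% of all genes and 25.8% of proliferation genes.

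Central nervous tissue in the young samples could neither be shown nor excluded, as the median of glia genes of the central nervous system was -0.884 over 7 entries. GFAP, however, had 180, 898 and 570 normalized counts in young and at most 5 in adult libraries. Among the most abundant neural entries, MBPB (means of 2275, 2033 and 2640 at the 3 ages), which is made by Schwann cells too, did not fall, whereas NEFMA fell from 700 to 4.7 and 2.3. Whether neurons were lost, or more nerve was taken along with the muscle of small young fish, was not tested.

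Cartilage and bone genes fell with age. Over 33 entries (17 with a mean of at least 50, 1 in Table S1) the median was -2.26 in old versus young muscle (26 called lower, 1 higher; camera adjusted p = 8.72e-10), -2.09 with entries at the floor set to their bound, -0.97 in adult versus young and -0.97 in old versus adult muscle. It is noted because extracellular matrix appears in a figure of the paper as a pathway of down-regulated genes while skeletal tissue is not discussed. A second list of 15 bone genes had -1.393 (7 lower), which argues against the choice of the bone genes. With all 16 entries of that list the median was -1.497, and -0.966 without old replicate 1. Its old libraries had mean log2 values of 3.165 to 4.739 and its lowest young library 5.522. Uneven amounts among fish of 1 age are thus not excluded for that list. A second list of 15 cartilage genes had 0.245 with 2 higher and 4 lower, which leaves the choice of the cartilage genes open. Without old replicate 3 the cartilage median turned to -0.075. In the first list the lowest young and highest old library lay 2.175 apart in the mean log2 value, against a largest range of 0.87 within an age. Uneven amounts among fish of 1 age thus do not reach the difference in that list. Without any 1 library its median stayed at -2.113 or below. The range within an age was nevertheless at percentile 100 of 10000 random lists (95th percentile 0.494), and skeletal tissue taken in unlike amounts is a candidate source; co-regulated genes of any kind may exceed random lists in the same way. COL11A1 was the most abundant entry, with means of 3312, 2148 and 1567. Growth of the skeleton in young fish was not tested.

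Genes that respond to glucocorticoids were highest in adults. The list (39 entries, 30 with a mean of at least 50, 8 in Table S1) had a median of 1.579 in adult versus young (27 higher, 3 lower; camera adjusted p = 6.87e-09), 0.67 in old versus young and -0.66 in old versus adult muscle. It is noted because stress hormones are outside the paper. The 31 entries outside Table S1 had 1.351 and a second list of 20 other entries 1.551 (3 of all 22 of its entries are in Table S1), so that neither the picks of the study nor the choice of the list explains it. Without old replicate 1 the fall from adult to old was still -0.528, and with equal library totals the rise in adults was 1.465. Another time of day for the adult fish stays undecided: clock genes that peak with BMAL1 had 0.478 (9 entries) and those that peak against it 0.996 (14 entries), where opposite signs would be the mark of a shifted clock. The paper states that fish were killed in the morning after fasting. FKBP5 (means of 1758, 5147 and 2850) and PIK3R1 (2468, 8360 and 6922) were among the most abundant. Handling or stress before death was not measured.

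Immediate-early genes followed the same course. Over 33 entries (21 with a mean of at least 50, 5 in Table S1) the median was 1.596 in adult versus young (19 higher; camera adjusted p = 1.38e-08), 0.68 in old versus young and -0.80 in old versus adult muscle, and -0.511 in the latter without old replicate 2, which does not turn the direction. The list is noted because the paper does not discuss such genes. CSRNP1B, SIK1 and NR4A1 led in abundance, with adult means of 3311, 1975 and 1540. These genes answer to handling as well as to activity, and the cause was not tested.

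Core clock genes (31 entries, 22 with a mean of at least 50, 3 in Table S1) had a median of 0.901 in adult versus young muscle (13 higher, 1 lower; camera adjusted p = 0.000181) and 0.62 in old versus young muscle. They are noted because the paper fixed the hour of sampling. The lowest median without 1 library was 0.897, and with equal library totals it was 0.788, so that neither 1 library nor the scaling explains the rise.

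Leukocyte genes (23 entries, 7 with a mean of at least 50, 0 in Table S1) had a median of 1.243 in adult versus young muscle (12 higher, 0 lower; camera adjusted p = 2.35e-05), 0.935 without adult replicate 2. In old versus young muscle it was 0.68, and 0.447 without young replicate 3; in old versus adult muscle it was -0.62, and -0.366 without adult replicate 2. This is noted because the paper places inflammation in old fish. A lower share of muscle fibres in the adult samples would have raised neural genes too, and these fell (-2.955). It is not excluded, since more nerve in the young samples remains a candidate source of that fall. More blood in the adult samples stays open: erythrocyte genes had a median of -0.584 over only 6 entries, 0 of them called, and their values overlapped between ages, with adult replicate 2 above young replicates 2 and 3. LCP1 (means of 109, 281 and 131) and MPX (63.3, 302 and 137) were the most abundant at their peak. Infiltration by immune cells in adults remains a hypothesis.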

How the results depend on the processing

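The alternatives in this part were fixed before the data were examined, apart from quantile normalization, precision weights and added constants of 0.5 and 5, which were chosen after seeing the data, as was the use of equal library totals for gene sets. DESeq2's Wald and likelihood-ratio tests, DESeq2's calls and the prior count of edgeR were not run, because the values are not raw counts. Where a count moved, the cause was not tested unless it follows from how the setting works.

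A mean of at least 50 left 7922 genes to test, which lowers counts by construction: 1818 genes in adult versus young (3855 before), 1400 in old versus young (3098), 234 in old versus adult (364), 2231 in any comparison (4971), 132 lower (546) and 218 higher (432) in old versus young alone, 365 lower (875) and 438 higher (956) in adult versus young alone, 3948 by the F test (6187) and 1015 shared by both comparisons with young (2024). The treat test asks for changes above 2-fold and gave 543, 311 and 13 genes in the 3 comparisons, 674 in any, 86 lower and 36 higher in old versus young alone, 181 lower and 178 higher in adult versus young alone, 4 reversed (215) and 184 shared. Dropping the fold-change limit gave 5837 and 4732 genes against young and 3326 shared. Fitting only the 2 ages of a comparison gave 75 genes in old versus adult and 58 reversed.

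Scaling moved the balance of directions. With equal library totals the median log2 fold change of all genes moved to -0.118, -0.298 and -0.169 in the 3 comparisons, 991 genes were lower and 228 higher in old versus young alone, and the share of calls that were higher fell from 48.5, 44.6 and 39.6% to 37.9, 23.3 and 27.7%. Totals without the 20 most abundant genes gave medians of -0.112, -0.214 and -0.09, shares of 39.1, 29.2 and 33.2%, and 284 genes higher in old versus young alone. Quantile normalization gave 50.2% in old versus young muscle, a mean of at least 50 gave 57.1 and 59.4% in the comparisons with young muscle, and no filter 38.3% in old versus young muscle with a median of -0.105.

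Leaving out 1 library at a time gave 90 to 538 genes in old versus adult (lowest without adult replicate 2), 356 to 676 lower in old versus young alone (without young replicate 3), 629 to 1160 higher in adult versus young alone (without adult replicate 2), 63 to 276 reversed (without adult replicate 2), 3919 to 6455 by the F test (without young replicate 2) and 7 to 11 called among the genes of Figure 4a (without young replicate 2). Adult versus young stayed at 3025 to 4033 and old versus young at 2254 to 3260 genes. The cause was not tested; fewer fish also lower the power.

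Lists and sets: quantile normalization called 6 entries of the names in Figure 6d (3 before). Camera with a correlation estimated from the data called 3 sets in old versus young (19 before) and 2 in adult versus young (17). Among the genes lower in old versus young alone 3 pathway sets were over-represented; with all lower calls as the list there were 7, with 1 entry per symbol 1 and with a mean of at least 50 again 1. Spearman correlations within an age had a mean of 0.944 with a mean of at least 5 (0.926 over all genes).

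Some directions of sets turned in camera or fry, none of them for a called set, although the median of nuclear-encoded oxidative phosphorylation subunits, called higher in old versus young muscle, turned to -0.04 with equal library totals. The values here are adjusted p from camera or, where said, fry. Quantile normalization turned glycolysis in old versus young (0.994) and in adult versus young muscle (0.928) and the epidermis list in adult versus young muscle (0.93). With 1 entry per symbol pyruvate metabolism (0.667) and the epidermis list (0.821) turned in adult versus young muscle, and with fry the epidermis list (0.963). Over the fits without 1 library the camera adjusted p ranged from 0.0528 to 0.88 for epidermis markers, shift old vs young, from 0.637 to 0.979 for glycolysis and gluconeogenesis, shift adult vs young, from 0.663 to 0.993 for pyruvate metabolism, shift adult vs young, and from 0.622 to 0.993 for epidermis markers, shift adult vs young. The cause was not tested.

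Genes near 0 in old versus young turned under scaling. With equal library totals these were HMGB1 (-0.114, the abundant entry), TET3 (-0.127), CCND1 (472346, -0.078; 407069, -0.019), GADD45GIP1 (-0.098), CBX2 (303762, -0.245), PCNA (-0.027), SUZ12 (-0.267) and MYOG (-0.121); the shift of all genes accounts for this by construction. Totals without the 20 most abundant genes turned HMGB1 (-0.027), TET3 (-0.04), GADD45GIP1 (-0.011), CBX2 (-0.159), SUZ12 (-0.18) and MYOG (-0.035), and quantile normalization HMGB1 (-0.033) and SUZ12 (-0.079). Without 1 library the log2 fold change ranged from -0.374 to 0.016 for DNMT3AA, -0.045 to 0.116 for CBX2 (303762), -0.083 to 0.059 for SUZ12, -0.083 to 0.382 for MYOG and -0.437 to 0.124 for KDM6B.

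Blocks of replicate numbers, as if fish with the same number belonged together, gave 3726, 2966 and 254 genes in the 3 comparisons. The numbers do not pair: after removal of the age means, correlations between libraries of the same number had a mean of -0.015 and a range of -0.079 to 0.106, against 0.008 for different numbers.

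In all, 135 results of single genes were followed through each setting, and 79 of the 96 called ones kept the call in each of the 9 fits without 1 library. Over these fits a single gene turned direction 9 times, gained a call 11 times and lost one 49 times, and under the other settings 17, 15 and 35 times. For gene sets the numbers were 8, 10 and 22 and, under the other settings, 6, 12 and 50.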

Differences from the paper's values

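For 1 of the 2 entries of HMGB1 the fold change differs. The paper gives 0.85, without stating that this is a log2 value, and the abundant entry had a log2 fold change of 0.163 in old versus young muscle, with a standard deviation of 0.23 between replicates. None of the alternatives fixed before the data were examined closed the gap; they gave -0.114 to 0.292. The second entry had 0.73, which lies within the standard deviation of 0.496 between its replicates from the paper's value. The paper does not say which entry was used.

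The paper gives an average of 30 M reads per library, and the values gave 12 M. The former counts sequenced reads and the latter reads assigned to genes, and the share of reads lost in between was not tested.

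For glycolysis the directions differ in strength. The paper reports glycolysis as a pathway of up-regulated genes, whereas the hand-written set had a median log2 fold change of 0.13 in old versus young muscle and was not over-represented among higher genes under the 4 settings run for this test (the genes higher in old versus young muscle alone, all higher genes, 1 entry per symbol and a mean of at least 50). With the paper's limits 11 of its 68 genes were higher and 7 lower. The pathway database and its background differ from the set used here.

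IL6ST and IL6R are reported as significantly up-regulated in the paper. None of their 6 entries was called in old versus young muscle here. IL6ST (32610) was called without young replicate 1 and under quantile normalization, IL6R (893661) without old replicate 2 and under quantile normalization, and IL6R (197148) under quantile normalization, a setting chosen after seeing the data. IL8, reported with a fold change in the paper, had a mean of 4.33 and was under the paper's own minimum of 5.

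Cell cycle, which the paper draws from the down-regulated genes, was not over-represented among the genes lower in old versus young muscle alone (5 of 127), and was among all lower genes (36 of 127). PCNA and CCND1, named with the reduced cell cycle genes, were not lower here (0.25, and 0.19 and 0.23 log2); the paper's statement also rests on other assays.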

Other observations

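The tests on scaling, on the gene near 0 in old libraries, on limits crossed by chance and on reversed and proliferation genes were chosen only after the results had been seen; the splits of the libraries, the equal depth and the shared young libraries were not.

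Groups drawn at random were compared with the real ages. With 6 libraries there are 10 splits, and the true split gave the most calls in adult versus young, old versus young and old versus adult muscle, that is 1 of 10 splits each; the highest count of another split was 0, 0 and 4. So few splits cannot tell the ages from chance at the usual limit. The number of called sets was reached by 2 of 10 splits in adult versus young (another split gave 19 sets), by 1 of 10 in old versus young (12 at most in another) and by 3 of 10 in old versus adult muscle (11). For the called genes of Figure 6d, of Figure 4a and of the qRT-PCR list it was again 1 of 10 splits.

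Over 100 of the 280 splits of all 9 libraries the true split was the only one (1 of 100) to reach 4971 genes in any comparison (3920 at most in another), 6187 genes by the F test (3950), 2024 shared genes (2001), 3 over-represented sets among genes lower in old versus young alone (2) and 73 genes in Table S1 (30). Table S1 was made from the same libraries under their true ages, so its count favours the true split by construction and decides nothing. Genes lower or higher in 1 comparison with young alone and reversed genes were reached by 5 of 100 splits. The 4 others all kept the 3 young libraries together, as only 4 of the 99 others drawn did. For each other split the best of the 6 orders of the ages was taken, and an order with the young libraries in the middle turns shared genes into reversed ones by construction, so these splits decide nothing about those counts. For sets over-represented among higher genes, 100 of 100 splits reached the count of 0.

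Depth does not explain the unequal counts. With each library thinned to the depth of the smallest, adult versus young gave 3653, old versus young 2798 and old versus adult 328 genes. The reads for this were rebuilt from the values with the estimated size factors and are approximate. The balance of directions depends on the scaling: 44.6% of the calls in old versus young muscle were higher, 50.2% after quantile normalization, 23.3% with equal library totals and 29.2% with totals without the 20 most abundant genes. Quantile normalization gives each library the same distribution and so pulls the balance towards equal numbers by construction. Whether lower genes outnumber higher ones is left open.

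Adult and old muscle are both compared with the same young fish, which alone gives a correlation of fold changes of up to 0.52 in 20 simulations; the observed one was 0.775. The simulations had at most 1 shared call, against 2024. Shared young libraries are thus excluded as the whole cause.

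The genes called in 1 comparison alone were set against a simulation in which adult and old fish had 1 common level for each gene. It gave 415 to 493 genes lower and 423 to 507 higher in old versus young alone, against 546 and 432 observed. The 432 higher genes could thus all have 1 common level in adult and old fish and have missed a limit in adults by chance. The same holds for most of the 546 lower ones. Their difference between old and young fish is not put in doubt by this simulation, which kept it. In adult versus young alone 429 to 508 lower and 401 to 484 higher genes were simulated, against 875 and 956. A common level of adult and old fish therefore does not describe all genes. A reading of the groups in old versus young alone as changes of late life is left open by these numbers.

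Reversed genes numbered 215 of the 364 genes called between old and adult muscle, and 11 went on in the same direction. Noise drawn for each gene on its own gave at most 1 such gene in the simulation, which cannot test a state shared by many genes in the adult fish. The count depends on the adult libraries, with 63 left without adult replicate 2, 74 without adult replicate 3 and 276 without adult replicate 1, so the fall is not particular to 1 fish. Whether old fish return to a young level, or whether the adult fish differed in a passing state, was not tested.

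Proliferation genes were lower in both later ages. A second list of 31 entries had medians of -2.13 in adult and -2.74 in old versus young muscle, and -0.332 between old and adult fish (-0.547 without old replicate 1 and -0.493 with equal library totals), where 23 of the 31 entries were lower. Most of the fall is thus seen between 5 and 20 weeks, the time of growth. The smaller step after it argues against a change that goes on at the same pace, and a slower further fall is not excluded.

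KANSL3 (305262) had 56, 53 and 48 normalized counts in young, 45, 96 and 82 in adult and 1 in each old library, at least 17.4-fold lower in old than in young fish. Of the 84 sets of 3 libraries, 2 have a gene at or under 3 within the set and at 20 or more in the other 6 (old with 1 gene, young with 2), so such a gene is not met in any 3 libraries. Reads moved to other copies do not explain it, as 0 of the 5 other tested entries of the name were higher in old fish. All 5 were lower, 3 of them with log2 fold changes of -2.01 to -2.78 (adjusted p of 0.00197 to 0.0105, limma), and another, KANSL3 (130915), had 6, 7 and 7 normalized counts in young and 1, 0 and 0 in old fish, so the fall is not that of a single entry. A genotype shared by the 3 old fish was not tested.

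Genes measured by qRT-PCR or Western blot in the paper are given here from the sequencing alone. The paper does not say whether the same fish were used. Of 28 entries of 30 names of the qRT-PCR list 24 were tested and 9 called in old versus young muscle, 7 higher and 2 lower; 9 were called also when adjusted over the list alone. Higher were EZH1 (log2 fold change 1.95, standard error 0.21, adjusted p = 0.000203), CBX7A (2.91, standard error 0.56, adjusted p = 0.00362), GADD45G (2.67, standard error 0.51, adjusted p = 0.0033), CEBPB (2.17, standard error 0.47, adjusted p = 0.00693) and JAK3 (1.18, standard error 0.27, adjusted p = 0.0088; limma), and so were the 2 entries of PTX3A (857394, 1.51, standard error 0.31, adjusted p = 0.00529; 758972, 1.08, adjusted p = 0.0175, limma), the second of which was lost without young replicate 2 (0.974) or old replicate 1 (0.87). JAK3 and PTX3A (758972) lost their calls with equal library totals, totals without the 20 most abundant genes and an added constant of 5. The lowest JAK3 value was 0.913, and CBX7A lost its call with precision weights. EZH2 was lower (-1.18, standard error 0.25, adjusted p = 0.00596, limma). By qRT-PCR the paper reports ezh2 as increased and gadd45γ as reduced in old fish, the opposite of the directions here. It also reports less myog, which was not called here. For EZH1, CEBPB, JAK3 and PTX3A the directions were the same. SUZ12 (0.01), MYOG (0.15), CBX2 (303762, 0.03, and 312847, -0.403), KDM6B (-0.07) and POLG (-0.72, adjusted p = 0.0654, limma) were not called. Nor were the 2 entries of TFAM (-0.29 and -0.33). Of these genes SUZ12 and MYOG turned to -0.083 without old replicate 2 and old replicate 1. CBX2 (303762) turned to -0.045 without young replicate 1 and KDM6B to 0.124 without old replicate 3. Over the fits without 1 library CBX2 (312847) ranged from -0.825 to -0.051 and TFAM (307823) from -0.567 to -0.044.

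Of the names of Figure 4a 26 entries were tested and 11 called in old versus young muscle, 7 higher and 4 lower, and 12 were called when adjusted over the list alone. Without young replicate 2 the count was 7. The list is of the study's own choice and is not independent evidence. Among the lower entries were DNMT1 (-1.53, standard error 0.18, adjusted p = 0.000278, limma) and, less firmly, DNMT3B (-1.37, adjusted p = 0.0161, limma; not called without young replicate 2, -1.28, young replicate 3, -1.30, or old replicate 3, -1.10) and TDG (120275, -1.24, adjusted p = 0.0388, limma; not called in 5 of the 9 fits without 1 library, -1.40 to -0.956). Higher were also CD40 (499819, 2.37, standard error 0.51, adjusted p = 0.00654, limma) and STAT1A (443880, 1.46, standard error 0.41, adjusted p = 0.0212, limma; not called without young replicate 2, 1.50, young replicate 3, 1.31, or old replicate 1, 1.22). Other entries of these names were not called in the main fit, namely CD40 (341464, -1.079, and 954284, 1.146), STAT1A (899803, 1.325) and TDG (669873, -0.821). CDKN2D, SSBP1 and EED were not analysed here. Of the list 14 entries were called between adult and young and 1 between old and adult muscle.

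The other lists gave these medians in old versus young muscle. ECM-receptor interaction was lower (-0.50, 38 lower and 6 higher of 137, camera adjusted p = 0.00189; -0.311 without old replicate 1), and so were pyrimidine metabolism (-0.40, camera adjusted p = 0.0488; -0.264 without young replicate 3), whose call was lost in 7 of the 9 fits without 1 library, with adjusted p of 0.0524 to 0.0696 from camera, and with 1 entry per symbol, equal library totals and quantile normalization. Fibroblast genes (-0.61, camera adjusted p = 0.00665) and cytosolic ribosomal proteins (-0.34, camera adjusted p = 0.00202; -0.2 and not called without young replicate 3) were lower as well. Nuclear-encoded subunits of oxidative phosphorylation were higher (0.235, camera adjusted p = 0.00665; 0.148 without young replicate 1, and not called without young replicate 1 or old replicate 1), as were muscle fibre genes (0.29, camera adjusted p = 0.0101; 0.166 and not called without old replicate 2), although with equal library totals these were -0.04 and 0.01. Erythrocyte (-0.61, -0.36 without young replicate 1) and epidermis genes (0.43, -0.357 without old replicate 3) were not called by camera. Nor were adipocyte (0.35) and endothelial genes (0.16, -0.10 with equal library totals and 0.016 without old replicate 1). Under alternatives camera called endothelial genes with 1 entry per symbol (adjusted p = 0.0468) and without old replicate 3 (0.033), and epidermis genes with equal library totals (0.0452), all higher, and fry called adipocyte genes (adjusted p = 0.0483). By quantile normalization the calls of oxidative phosphorylation and muscle fibre genes were lost. With equal library totals that of oxidative phosphorylation was lost too (camera adjusted p = 0.054). By fry the shifts of ribosomal proteins, oxidative phosphorylation, fibroblast, muscle fibre and leukocyte genes were not called.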
